# Resistance to *Plasmopara viticola *in a grapevine segregating population is associated with stilbenoid accumulation and with specific host transcriptional responses

**DOI:** 10.1186/1471-2229-11-114

**Published:** 2011-08-12

**Authors:** Giulia Malacarne, Urska Vrhovsek, Luca Zulini, Alessandro Cestaro, Marco Stefanini, Fulvio Mattivi, Massimo Delledonne, Riccardo Velasco, Claudio Moser

## Abstract

**Background:**

Downy mildew, caused by the oomycete *Plasmopara viticola*, is a serious disease in *Vitis vinifera*, the most commonly cultivated grapevine species. Several wild *Vitis *species have instead been found to be resistant to this pathogen and have been used as a source to introgress resistance into a *V. vinifera *background. Stilbenoids represent the major phytoalexins in grapevine, and their toxicity is closely related to the specific compound. The aim of this study was to assess the resistance response to *P. viticola *of the Merzling × Teroldego cross by profiling the stilbenoid content of the leaves of an entire population and the transcriptome of resistant and susceptible individuals following infection.

**Results:**

A three-year analysis of the population's response to artificial inoculation showed that individuals were distributed in nine classes ranging from total resistance to total susceptibility. In addition, quantitative metabolite profiling of stilbenoids in the population, carried out using HPLC-DAD-MS, identified three distinct groups differing according to the concentrations present and the complexity of their profiles. The high producers were characterized by the presence of *trans*-resveratrol, *trans*-piceid, *trans*-pterostilbene and up to thirteen different viniferins, nine of them new in grapevine.

Accumulation of these compounds is consistent with a resistant phenotype and suggests that they may contribute to the resistance response.

A preliminary transcriptional study using cDNA-AFLP selected a set of genes modulated by the oomycete in a resistant genotype. The expression of this set of genes in resistant and susceptible genotypes of the progeny population was then assessed by comparative microarray analysis.

A group of 57 genes was found to be exclusively modulated in the resistant genotype suggesting that they are involved in the grapevine-*P. viticola *incompatible interaction. Functional annotation of these transcripts revealed that they belong to the categories defense response, photosynthesis, primary and secondary metabolism, signal transduction and transport.

**Conclusions:**

This study reports the results of a combined metabolic and transcriptional profiling of a grapevine population segregating for resistance to *P. viticola*. Some resistant individuals were identified and further characterized at the molecular level. These results will be valuable to future grapevine breeding programs.

## Background

The cultivated European *Vitis vinifera L*. produces high quality grapes but is prone to several diseases. However, other species of the genus *Vitis*, originally from Eastern Asia and North and Central America, have been described as partially or totally resistant to several pathogens [1-4]. Among these, the oomycete *Plasmopara viticola *(Berk. and Curt.) Berl. and de Toni is a major problem for grapevine production around the world. In susceptible cultivars, this biotrophic pathogen rapidly invades infected leaves causing yellowish oily spots on the upper leaf surface and massive sporulations on the underside [5]. Invasion also occurs in resistant genotypes, but proliferation is swiftly blocked by a combination of constitutive and post-infection resistance mechanisms [6,7].

Indeed, resistant *Vitis *species may benefit from a higher level of constitutive resistance to *P. viticola *[8-10] and display post-infection resistant mechanisms which trigger the accumulation of reactive oxygen species, antimicrobial phenolic compounds, as well as pathogenesis-related proteins and peroxidases [3,11-13]. These events lead to morphological changes in the cell, including cell-wall thickening, necrosis and in some cases localized hypersensitive response (HR) [12,14,15].

Stilbenoids represent the major antimicrobial phenolic compounds in grapevine [16-19], and they may be constitutively expressed in the lignified organs [20-22] and in the grapes [23], or they may be elicited by fungal infection [17], abiotic stresses or elicitors [24-27].

The complex genetic basis of the resistance mechanisms of grapevine against *P. viticola *have been extensively investigated both by quantitative trait loci (QTL) analysis of segregating populations and by genome-wide expression studies comparing resistant and susceptible species. QTL studies have identified a few major resistance loci [28-32] which are particularly rich in resistance gene analogs (RGAs). Transcriptomic analyses of compatible and incompatible interactions in grapevine [6,33,34] emphasized the complexity of plant response and highlighted modulation of a large fraction of the entire transcriptome in both cases, although this occurs earlier and with greater intensity in the incompatible interaction.

In the present work we investigated the variability in resistance to *P. viticola *of the Merzling (M) × Teroldego (T) cross by assaying the stilbenoid profile of the entire population and the transcriptomic differences between resistant and susceptible individuals following *P. viticola *infection. This study is part of a wider survey of the mechanisms of resistance to *P. viticola *in the M × T cross, which included isolation and structural characterization of all viniferins [35] and validation of a novel method of analysis by HPLC-DAD-MS for quantification of them in infected grapevine leaves [36].

## Results

### Segregation of the *P. viticola-*resistant phenotype and stilbenoid content in the progeny population

A continuous variation in sensitivity to *P. viticola*, taken as the percentage area of sporulation (% Sp) on the lower leaf surface, was found in the M × T population in all the infection experiments performed in the three different years (Figure 1A). The two tails of the distribution were populated by individuals displaying total resistance on one side and by completely susceptible individuals on the other side. The former were characterized by small necrotic HR spots and absence of sporulation, whereas the latter exhibited diffuse chlorosis, yellowish oily spots and high sporulation (Figure 1B).

**Figure 1:**
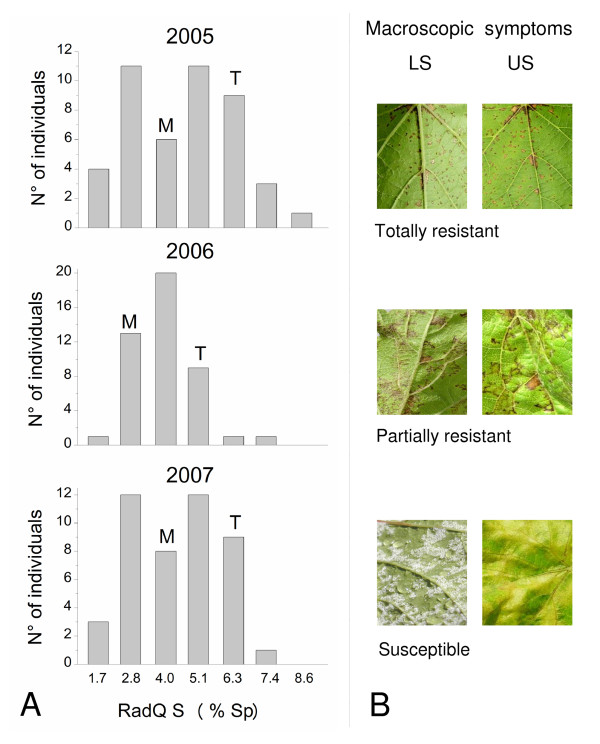
**Characterization of the resistance trait in the Merzling × Teroldego cross in three vintages**. A) Distribution of progeny from Merzling × Teroldego based on the percentage area of sporulation (% Sp) on the lower side of leaves, square root transformed (RADQ). A total of 45 individuals from all three years were considered for the distribution analysis. Values of the parents Merzling (M) and Teroldego (T) are indicated on *top *of the corresponding histogram. B) Macroscopic symptoms on lower side (LS) and upper side (US) of the leaves upon fungal infection at 10 days post *P. viticola *infection.

Comparison of the distributions for the three years highlighted a general conservation in the range of variation in the observed phenotype, and differences in the frequencies of the phenotypic classes. This phenotype appears to be dependent on environmental factors. In particular, in 2005 and 2007 the square root transformed % Sp values (RADQ S) of the progeny had a bimodal distribution, while in 2006 the central classes were more populated giving the distribution a normal trend.

Assessment of sensitivity to downy mildew using the OIV452 descriptor [37], which takes into account all the plant symptoms instead of just the area of sporulation, found individuals to be distributed in nine classes ranging from total resistance to total susceptibility (Additional file 1).

The parents in all three years, one confirmed to be partially resistant (M) and the other susceptible (T), showed a certain degree of variability regardless of the severity of the symptoms. Interestingly, the range of sensitivity to *P. viticola *identified in the segregating population was greater than that delimited by the parents, suggesting transgressive segregation of the resistance trait.

An improved version [36] of a previous method [38,39] was used to measure stilbenoid accumulation in the infected leaves of the 106 individuals in a pooled sample of the second and third leaves of the shoot. Following analysis of the total stilbenoid content at 6 days post infection (dpi), individuals of the population were classified into three distinct groups (Additional file 1). The high producers (18 individuals) had the highest total stilbenoid content with an average of 78.8 μg/g fresh weight (fw) and a range of 146.3 μg/g fw to 19.8 μg/g fw). The second group, low producers, was the largest (66 individuals) with an average total stilbenoid content of 2.7 μg/g fw (range 15.4 μg/g fw to 0.2 μg/g fw). The remaining 22 individuals were considered non-stilbenoid producers, concentrations being below the quantification limit.

At 6 dpi, we were able to identify 3 monomeric stilbenes and 13 stilbenoid viniferins in the high producer group, including dimers, trimers and tetramers of resveratrol. Some of them, such as *trans*-resveratrol, *trans*-piceid, *trans*-pterostilbene, (+)-*E*-ε-viniferin, α-viniferin, *E*-miyabenol C and pallidol have already been found in grapevine and have in some cases been linked to the plant's response to fungal attack [18,39-41]. In addition, we were able to identify and quantify other viniferins (ampelopsin D, quadrangularin A, *Z*- and *E*-ω-viniferin, *Z*- and *E-*miyabenol C, isohopeaphenol, ampelopsin H and vaticanol-C-like isomer) as yet undiscovered in grapevine and which may contribute to *P. viticola *resistance. These compounds have been isolated and structurally characterized by Mattivi *et al*. [35]. The relative quantities of the different stilbenoids varied considerably, isohopeaphenol being the most abundant (between 2.6 and 68.4 μg/g fw) and *Z*- and *E*-ω-viniferin the least (below 1.25 μg/g fw). Their distribution within the high stilbenoid producers was also highly variable, suggesting that stereospecific oxidation reactions led to different patterns of viniferins in the infected leaves of different genotypes (Additional file 2).

It is also evident from Figure 2 that there is a negative correlation between the content of the different stilbenoids and the percentage of sporulation observed following infection. With very few exceptions, the high producers were also the individuals with the least severe sporulation symptoms. This does not hold true in the case of the monomeric stilbenes *trans*-resveratrol and *trans*-piceid, which were also found in the individuals with high sporulation and were the only stilbenes detected in the low producers (Figure 2 and Additional file 1).

**Figure 2:**
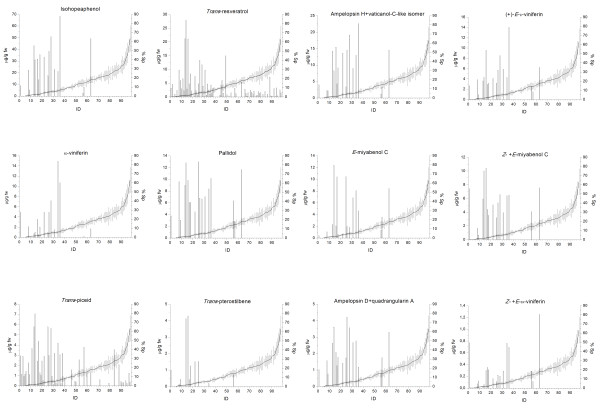
**Stilbenoid profiling of the Merzling × Teroldego cross**. Double-y plots of the concentrations (μg/g fw) of the 16 stilbenoids in infected leaves of the 106 individuals of the Merling (M) × Teroldego (T) cross (first y axis) and the percentage area of sporulation (% Sp) (second y axis). Individuals, whose codes are described in Additional file 1, were ordered on the basis of the percentage area of sporulation (% Sp) on the lower side of leaves. Biochemical and phenotypic data were available for a total of 96 individuals. ID: numeric code assigned to each genotype listed in Additional file 1.

### Gene expression analysis of resistant and susceptible genotypes

Phenotypic and metabolic profiling of the progeny population showed a positive correlation between the offsprings' resistance to *P. viticola *and the stilbenoid content of their leaves. To further investigate the plants' resistance response to *P. viticola*, we took advantage of one transgressive genotype (F1 21/66) showing almost total resistance and a high content of stilbenoids. The F1 21/66 genotype and its resistant parent Merzling were subjected to cDNA-AFLP analysis at different times following infection. The expression profile of the *P. viticola*-responsive genes was then validated by a targeted microarray analysis, which also allowed us to compare the expression response of the F1 21/66 genotype versus two susceptible ones (Teroldego and F1 22/73).

### cDNA-AFLP analysis

A cDNA-AFLP analysis was performed to study the transcriptional changes occurring during resistance response to *P. viticola *in the almost totally resistant offspring 21/66 and in the partially resistant parent Merzling.

The expression of approximately 7,000 transcript-derived fragments (TDFs) was monitored using 128 different BstYI+1/MseI+2 primer combinations (PCs) for selective amplification. We were able to visualize 55 to 75 fragments, 50-1000 bp in size, for each PC. Four hundred TDFs showed a modulated expression profile upon infection by comparing the intensity of the bands in treated samples (12, 24, 48, 96 hours post infection-hpi) with those in controls (0 hours post mock-inoculation-hpmi). Interestingly, 272 (68%) of the 400 TDFs were modulated only in the F1 21/66 genotype and not in the parent Merzling. Moreover, the kinetics of the modulation of the 400 transcripts differed. Two major gene expression patterns were predominant in both genotypes: a large group of early modulated genes which appear to be switched on within 12 hpi (63% in F1 21/66 and 69% in Merzling) and a group of late activated genes which were modulated from 48 hpi (19% in F1 21/66 and 15% in Merzling). The fraction of induced TDFs was generally much larger than the repressed ones in both groups; this tendency was more evident for the late genes of the resistant offspring (Figure 3).

**Figure 3:**
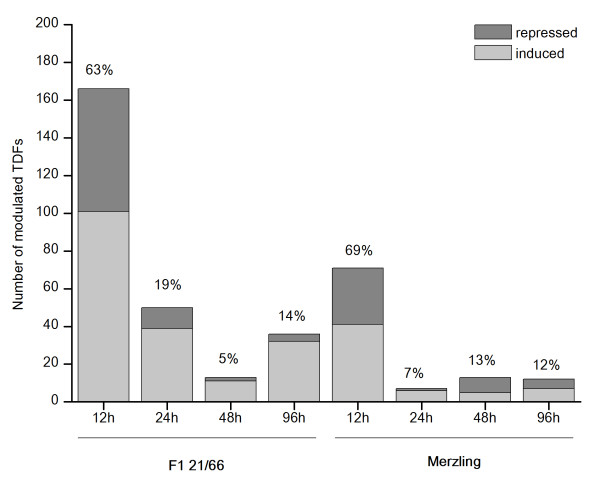
**Transcripts modulated by infection with P. viticola revealed by cDNA-AFLP analysis**. Piled histograms representing the number of transcript derived fragments (TDFs), induced (light gray) and repressed (dark gray), in F1 21/66 and in Merzling at 12, 24, 48, 96 hpi with *P. viticola*. The total percentage of modulated fragments for each time point is shown above each bar. The complete list of TDFs is available in Additional file 3.

The differentially-expressed fragments were excised from the gel and re-amplified by PCR using the appropriate selective PCs (data not shown). The PCR products yielded 278 good quality unique sequences (70%). Of the 278 TDFs, 265 were modulated in F1 21/66 and 103 in Merzling. The remaining sequences were not unique and could not be attributed unambiguously, probably because of two or more co-migrating fragments.

Of the 278 sequences, 261 matched with a database and were functionally annotated (Additional file 3). The remaining 17 sequences did not match any significant database nor the known *Phytophthora *spp. sequences derived from the *Phytophthora *genome sequence [42]. Automatic annotation of the 278 transcripts was performed using the Gene Ontology (GO) classification [43] and this was then further curated manually. TDFs were assigned to 8 GO functional categories, with distinctions made between early- and late-modulated transcripts and between the two genotypes, as depicted in Figure 4.

**Figure 4:**
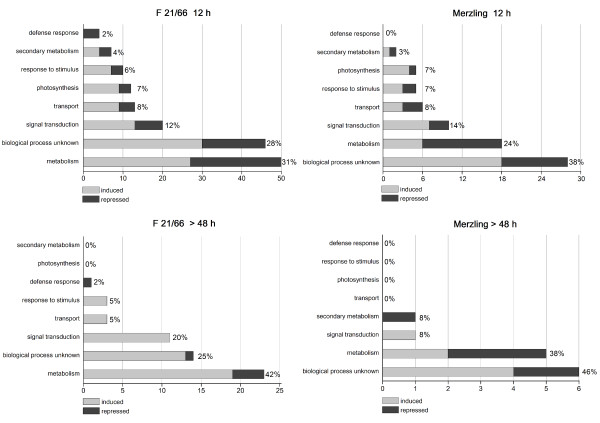
**Functional categories of transcripts modulated in F1 21/66 and in Merzling upon infection with *P. viticola***. Transcripts modulated in F1 21/66 and in Merzling within 12 hpi and after 48 hpi were assigned to 8 functional categories on the basis of automatic annotation manually revised in light of evidence from the literature. Induced genes are represented in light gray, repressed genes in dark gray. The total percentage of TDFs within each class is shown next to each bar. Details of the annotation are given in Additional file 3. In both cases, each TDF was counted only once when modulated at more than one time point.

Primary metabolism was the largest category in both genotypes, followed by signal transduction, transport, photosynthesis and response to stimulus. Interestingly, genes of the defense response and secondary metabolism classes were more highly modulated in the resistant genotype, mostly occurring in the first 24 hpi. As expected, the lower number of late TDFs from 48 hpi onwards went hand in hand with a smaller number of functional categories. A high number of modulated transcripts of both genotypes were of unknown function.

### Microarray analysis

The transcripts identified by cDNA AFLP analysis were used to design a custom oligo-microarray for studying the response of the resistant F1 21/66 compared with the parent Teroldego and the 22/73 offspring, both susceptible to the fungus. In addition to the 278 TDFs, probes representing another 72 genes known to be involved in plant-pathogen interaction were also included. The arrays were hybridized with total RNA extracted from leaves of the three genotypes collected at 0 hpmi (control sample), 12 and 96 hpi (treated samples) (Additional file 4). These time points were chosen because they corresponded to the early and late phases of transcriptional modulation observed in the cDNA-AFLP experiments.

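The custom array is a one-colour CombiMatrix chip on which each probe, an oligonucleotide, was spotted in 2 positions. Labelled antisense RNA from 18 RNA samples was hybridized, with 2 biological replicates for each of the 3 genotypes at each of the 3 time points. Each RNA sample was hybridized 3 times, which gave 54 arrays. The files hold 814 probes for 369 genes, of which 16 probes belong to the controls. Probes were found for 259 of the transcript derived fragments (TDFs) and for none of 19 others. A TDF is named by the accession number that the text or Additional file 3 gives it, and by its name on the array where neither gives one. The authors deposited the raw median intensity of every spot, in scanner units, with no background value. They also deposited a series table of intensities that they had scaled on each array by a single factor.

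The median probe signal per array ranged from 1571 to 2537 units (median 1998) in F1 21/66 at 0 hpmi, from 1161 to 3186 (median 2791) at 12 hpi and from 2280 to 3367 (median 2556) at 96 hpi. In Teroldego the group medians were 1203 units at 0 hpmi, 1689 at 12 hpi and 1630 at 96 hpi. In F1 22/73 they were 1406.5, 1994 and 1982 units. Positions of the chip that hold no probe gave a background reading. Their median per group lay between 121 and 289 units in 6 of the 9 groups. It was 1247 units in F1 21/66 at 96 hpi, 979 in Teroldego at 96 hpi and 918 in F1 22/73 at 12 hpi. On the arrays of those groups 5.26%, 10.7% and 10.4% of the tested probes read below the median empty position. The number of arrays, rather than the number of positions, limits the precision of every value.

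From the raw intensities, spots that the authors marked as bad were left out, no background was subtracted, and log2 values of the spots of a probe were averaged. Each array was scaled on the mean log2 signal of Actin and Ufgt, and the 3 hybridizations of an RNA sample were averaged. Probes with at least 500 units in each of the 18 RNA samples were kept, which left 694 probes, 4 of them of the scaling genes and the others for 361 genes. Of these genes, 81 had 1 tested probe. Hybridizations of one RNA sample correlated across probes with Pearson coefficients from 0.841 to 0.995. The lowest coefficient of each of the 18 RNA samples had a median of 0.970. The coefficients between biological replicates ran from 0.895 in Teroldego at 96 hpi to 0.989 (median 0.978). Probes are not independent replicates, so these coefficients carry no test. On 7 of the 54 arrays the raw intensities were not proportional to the column of the series table for the same array. These were 5 arrays of F1 22/73 at 0 hpmi, 1 of F1 21/66 at 12 hpi and 1 of Teroldego at 96 hpi. The raw intensities were used for all 54 arrays.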

Comparative analysis of the treated samples versus the control sample within each genotype highlighted 93, 45 and 36 modulated genes in F1 21/66, Teroldego and F1 22/73, respectively (Additional file 5). 

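Each genotype was fitted apart with limma on its 6 RNA samples, and a moderated F test was taken over the changes at 12 hpi and 96 hpi against 0 hpmi. No water control was hybridized for 12 or 96 h. Per the methods, inoculated plants stood overnight in a dark growth chamber, while mock plants were sprayed in the greenhouse. A change against 0 hpmi thus cannot be told apart from an effect of time or handling. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 at either time, and a gene when at least 1 of its probes was called. In F1 21/66, 88 of 361 genes were called, 70 of them mainly up-regulated and 18 mainly down-regulated. In Teroldego, 21 genes were called, of which 19 were mainly up-regulated. In F1 22/73, 63 genes were called, with 46 mainly up-regulated and 17 mainly down-regulated. At an unadjusted p under 0.05 there were 343 probes in F1 21/66, 191 in Teroldego and 309 in F1 22/73. After adjustment 242, 24 and 211 probes were left, and the fold threshold then left 118, 24 and 77.

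The count in Teroldego depended on the test. Biological replicates with the same number deviated together in Teroldego, and with the replicate number as a block 57 genes were called there. SAM multiclass on the 6 RNA samples called 5 genes in Teroldego, and SAM on the 18 hybridizations taken as separate samples called 116. The count of F1 21/66 fell to 28 with a 2-fold threshold. It rose to 206 when the empty positions served as background, an alternative added after the data were seen.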

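The TDFs called on the array in F1 21/66 were set against their band profiles in Additional file 3, where U marks a band stronger in inoculated than in control leaves and D a weaker one. Of the 88 called genes, 59 were TDFs. A TDF counted when any time point of the gel carried U or D and the array changed at least 1.5-fold the same way at 12 or 96 hpi. This held for 36 of 59 TDFs, or 61.0% (95% exact binomial interval 47.4% to 73.5%). When the band profiles were exchanged at random among the same TDFs 10000 times, the mean share was 59.1% (permutation test, one-sided, p = 0.399). With only the 12 and 96 h bands read, the share was 50.8% against 46.7% by exchange (permutation test, p = 0.221). Over all alternatives the share ran from 46.3% with the empty positions as background to 70.0% with cyclic loess, and no alternative brought it past chance.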

Of the 93 modulated genes in F1 21/66, 42 showed the same profile as in the cDNA-AFLP analysis, although the sampling times were only partially overlapping.

In particular, 19 of the 93 modulated genes identified in the resistant genotype were also up-regulated in the susceptible individuals. 

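Called genes were compared between genotypes by gene. Of the genes called in F1 21/66, 33 were also called in Teroldego or F1 22/73, and 6 were called in all 3 genotypes. At least 1.5-fold up-regulation at 12 or 96 hpi in F1 21/66 and in a susceptible genotype was found for 20 genes, on the mean of the called probes of a gene, of which 7 stand in the section of Additional file 5 that lists shared up-regulation. Of the 19 genes of that section, 18 passed the intensity filter and 15 were called in F1 21/66, but only 5 in Teroldego and 6 in F1 22/73. Their median log2 fold change at 96 hpi was 0.60 in F1 21/66, 0.69 in Teroldego and 0.27 in F1 22/73. Without F1 22/73, 12 hpi, replicate 2, the count of shared genes fell from 20 to 12, and without Teroldego, 96 hpi, replicate 2, it rose to 32.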

Most of the genes in this subset belong to three categories: response to stimulus, primary metabolism and photosynthesis. A group of 57 genes were exclusively modulated in the resistant genotype. Of these, 48 were up-regulated at 96 hpi, 4 were up-regulated at 12 hpi while the remaining 5 were down-regulated at one of the time points. Some of these transcripts were assigned to the categories defense response, photosynthesis and primary metabolism, as were the common modulated genes, and the others were assigned to the main functional groups of secondary metabolism, signal transduction and transport. 

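By the same calls, 55 genes were modulated in F1 21/66 and in neither susceptible genotype. Of the 57 genes listed as exclusive to F1 21/66 in Additional file 5, 53 were tested, 29 were called in F1 21/66, and 24 were called there alone. Over the 53 genes the median log2 fold change at 96 hpi was 0.38 in F1 21/66, 0.36 in Teroldego and 0.10 in F1 22/73, where all tested probes had medians of 0.16, 0.29 and 0.06. A call in one genotype and not in another is no test of a difference, so the 96 hpi response of F1 21/66 was also compared with the mean response of both susceptible genotypes in 1 limma fit over the 18 RNA samples. Of the 57 genes, 7 had a probe whose difference passed an adjusted p under 0.05 over all 694 probes. Adjusted over the list alone, 10 genes passed. The study chose the list on these samples, so this second count is not independent evidence. The median difference over the list was 0.14, and 40 of the 53 genes were higher in F1 21/66. With Actin alone as the scaling gene, 1 gene of the list passed, and with the series table 15 did. The largest of the 7 differences were in PR5 (2.03 and 1.19 on its probes), in JG391839, a copper-containing amine oxidase (0.98, adjusted p = 0.00574), and in JG391808, a cytochrome P450-like protein (-0.94, adjusted p = 0.00620). The last 2 genes were chosen after their values were seen.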

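Among the 55 genes, 38 were at least 1.5-fold up-regulated at 96 hpi, 8 at 12 hpi and not at 96 hpi, and 9 were down-regulated. Only 1 of the 38 was also up-regulated at 12 hpi. The split by direction rests in part on the scaling. Relative to 0 hpmi, the median log2 change over all tested probes of F1 21/66 was 0.14 at 12 hpi and 0.16 at 96 hpi when Actin and Ufgt set the scale. Relative to that median, Actin changed by -0.38 at 96 hpi and Ufgt by 0.12. With every array set to one median, 22 genes were exclusive to F1 21/66 and up-regulated at 96 hpi. With Actin alone the count was 87, and with Ufgt alone it was 14. The probes dimmest in the control rose by 0.28 at 96 hpi, the middle ones by 0.13, and the brightest changed by -0.03, on arrays whose empty positions were brighter than in the controls. In Teroldego at 12 hpi, where the empty positions stayed dim, the dimmest probes also rose more (0.25 against -0.01 for the brightest). In F1 22/73 at 12 hpi, where they were bright, the dimmest probes changed by -0.04 and the brightest by 0.25. In Teroldego at 96 hpi, where they were bright as well, the values were 0.39 and 0.13.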

We also found a group of genes specifically modulated in the susceptible individuals, 13 of which were exclusively induced in Teroldego and 11 in the offspring (5 induced and 6 repressed) both at 12 hpi and at 96 hpi.

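In the susceptible genotypes, 43 genes were called that were not called in F1 21/66. Of these, 8 were called in Teroldego alone and all of them were up-regulated. F1 22/73 alone had 33, of which 27 were up-regulated and 6 down-regulated, and 2 genes were called in both. The count for F1 22/73 rested on 12 hpi, where 38 of its called genes were at least 1.5-fold up-regulated, against 12 at 96 hpi. Its 12 hpi arrays are among those with bright empty positions. Its control arrays include 5 of the 7 that depart from the series table. With the series table on those 7 arrays, an alternative added after the data were seen, 45 genes were called in F1 22/73. Of these, 25 were mainly up-regulated and 20 mainly down-regulated. Without F1 22/73, 12 hpi, replicate 2, 33 genes were called in that genotype and 22 in the susceptible genotypes only. Among the called genes of Teroldego the largest changes were in LTP4, a lipid transfer protein, with a log2 fold change at 96 hpi of 2.35 (SE 0.24), TC38635, a leucine zipper-containing protein, with 1.94 (SE 0.33), and BT3M43-285 with 1.56 (SE 0.28). Erf4c, an ethylene-responsive element binding protein, rose by 1.38 (SE 0.34) at 12 hpi. Among the largest rises in F1 22/73 were those of 2 ribulose bisphosphate carboxylase/oxygenase activases at 12 hpi, JG391868 with 2.06 (SE 0.14) and JG391809 with 1.83 (SE 0.12). The chlorophyll a/b binding protein JG391764 rose by 1.90 (SE 0.27) at 96 hpi. Erf4c fell by 1.00 at 96 hpi, and the heat shock protein JG391853 fell by 0.89 at 12 hpi. All of these except LTP4, JG391868 and JG391853 were called in F1 21/66 as well.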

The microarray data for 9 differentially expressed transcripts, whose relative expression varied from 0.17-fold to 6.8-fold, were validated by Reverse Transcription quantitative Polymerase Chain Reaction (RT-qPCR) analysis (Additional file 6). They were selected because they were related to the resistance process and also because of a large variation in fold change between control and treated samples. 

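RT-qPCR fold changes of 9 genes in 3 genotypes at 12 and 96 hpi, taken from Additional file 6, gave 54 pairs with the array values, both as log2. The RT-qPCR values are the paper's and the array values are means over the probes of a gene. Pearson's r over the pairs was 0.64 (exact permutation test of whole genes, two-sided, 362880 permutations, p = 3.86e-05) and Spearman's rho was 0.70 (exact permutation test, p = 1.10e-05). The permutations exchanged whole genes because values of one gene are not independent. Without JG391699 and PR5, r was 0.63 over 42 pairs (exact permutation test, p = 0.00139). The direction was the same in 38 of 54 pairs (70.4%), and in 22 of the 23 pairs with at least a 2-fold change in RT-qPCR. By gene, JG391733 and TC73356 had the same direction in 6 of 6 pairs, StSy1 and Chi_1 in 3, and PR10 in 2. The size of change was larger in RT-qPCR in 42 of 54 pairs. The slope of the array on the RT-qPCR values was 0.28, with array values from -2.91 to 2.67 and RT-qPCR values from -6.04 to 3.88. When probes were assigned by the other name column of the scanner output, an alternative added after the data were seen, r was 0.38 (exact permutation test, p = 0.0834).

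**Figure D1:**
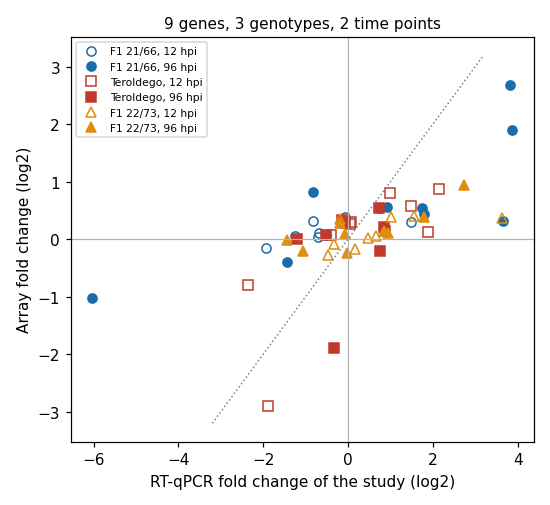
Log2 fold change on the array (vertical axis) against log2 fold change in RT-qPCR (horizontal axis, the paper's values) for 9 genes in 3 genotypes at 12 and 96 hpi. Each of the 54 points is one gene, genotype and time point, the dotted line marks equal values, and 42 points are larger in size in RT-qPCR.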

As shown in Additional file 6, there was good agreement with the array data and in some cases the magnitude of change determined by RT-qPCR revealed greater differential expression, indicating that the microarray results underestimated actual changes in gene expression.

## Discussion

In contrast to *Vitis vinifera*, a species indigenous to Eurasia, American and Asian wild grapevine species are generally resistant to *Plasmopara viticola*, having co-evolved with this mildew which occurs in the same habitat. There is compelling evidence that there are diverse *P. viticola*-resistance mechanisms [3,12,14,15] and that they may rely on recognition of general elicitors or specific elicitors encoded by *Avr *genes, as demonstrated in other models [44,45].

In this study we used a combination of metabolic and transcriptional analyses to investigate *P. viticola *resistance in grapevine in a population of offspring generated by crossing Merzling (a complex hybrid from *V. vinifera *x *V. rupestris *x *V. lincecumii*) with *V. vinifera *Teroldego. This population clearly segregates for *P. viticola *resistance. The degree of individual sensitivity to the oomycete showed a distribution typical of traits controlled by a few major QTLs with dominant effects, in line with the literature [28,29,31,32].

A frequently observed defense mechanism in grapevine is the accumulation of phytoalexins belonging to the stilbene family [17-19,39]. We measured the concentration of the monomeric stilbenes and all the oligomer stilbenoids in the leaves of the entire population six days post inoculation and found a large variation both in the type and the relative quantity (profile) of the stilbenoids. Different levels of resveratrol monomers and oligomers have previously been reported in healthy grapes [23,46], but also in infected leaves where they have been linked to the genotype's susceptibility to *P. viticola *[19,47]. Estimated stilbenoid concentrations in the inoculated leaves ranged from less than 1 μg g -1 fw to more than 100 μg g -1 fw , suggesting that at least some of them were present at concentrations toxic for the pathogen (reviewed in Smith [48]). Results from activity assays using the isolated stilbenoids will allow us to draw final conclusions. Further investigation which merits being carried out, is a detailed kinetic analysis of stilbenoid accumulation and spreading of the pathogen in the infected leaves in order to corroborate the correlations emerging from this study. We performed our analysis at 6 dpi as this interval was ideal for discriminating stilbenic phytoalexin production in the different genotypes, as highlighted in Vrhovsek *et al*. [36].

Our data indirectly confirmed that *trans*-resveratrol and its glycosilated form *trans*-piceid are not *per se *very toxic against *P. viticola*, as previously demonstrated by direct assays (reviewed in Jeandet *et al*. [17]) and by analysis of grapevine genotypes with varying degrees of resistance to the oomycete [18,19]. Type of substitution and oligomerisation state appear to be of importance in determining the role of a stilbene as a phytoalexin [18,19,47]. The two resveratrol monomers were in fact found in most of the susceptible genotypes, while resveratrol oligomers accumulated almost exclusively in the resistant offspring. There were two kinds of exception: three genotypes with detectable levels of oligomers, but displaying an intermediate degree of sporulation (≥ 15%), and a group of genotypes with no detectable or very low levels of oligomers, but still resistant to *P. viticola*. Both groups of individuals represent highly interesting material for further analysis, in particular the latter group whose resistance could be ascribed to a different mechanism which does not involve the presence of viniferins.

Interestingly, with respect to both resistance trait distribution and stilbene profiles, the population included transgressive members which express the characteristic under investigation to an extent beyond the range delimited by the parents. For this reason our transcriptional analysis included the F1 21/66 genotype.

Several studies have demonstrated that *V. vinifera *undergoes strong transcriptional modulation upon *P. viticola *infection in order to prevent pathogen invasion [6,33,34], but the response seems to be more variable in the case of incompatible reactions. Very limited gene modulation has been reported in the interaction between *V. aestivalis *and *Erysiphae necator *[10], while more recently, study of the incompatible interaction between *V. riparia *and *P. viticola *revealed instead a pronounced transcriptional change [6].

To investigate gene expression response in our pathosystem we carried out a comparative analysis on resistant and susceptible individuals using a combination of cDNA-AFLP and oligo-array techniques. The microarray experiments highlighted very different behaviors in the resistant and the susceptible genotypes upon infection. 

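The difference in response between genotypes was tested directly over all 694 probes. At 96 hpi, 38 probes of 32 genes differed between F1 21/66 and the mean of the susceptible genotypes at an adjusted p under 0.05, and 163 probes did so at an unadjusted p under 0.05. The response of F1 21/66 was higher for 10 genes and lower for 23, with JG391699 in both counts because its probes went opposite ways. The median difference over all probes was -0.04. Of the 32 genes, 12 were also called in F1 21/66 alone. At 12 hpi, 5 probes of 4 genes differed, all lower in F1 21/66, and 67 probes passed an unadjusted p under 0.05. Those 4 genes were BT1M11-23, JG391897, JG391838 and JG391733, of which the first 3 were named after their values were seen. With Actin alone as the scaling gene 7 genes differed at 96 hpi, and with every array set to one median 75 did. From its own comparison of the modulated genes, the paper describes the resistant and the susceptible genotypes as very different in behavior.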

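Called genes depend on the spread between replicates as well as on the size of the change. The median residual SD per probe was 0.123 on the log2 scale in F1 21/66, 0.163 in Teroldego and 0.108 in F1 22/73. The SD of the difference between biological replicates was 0.49 in Teroldego at 96 hpi and 0.37 at 12 hpi, and between 0.18 and 0.25 in the other 7 groups. With no test asked for, 95 genes had a probe that changed at least 1.5-fold in F1 21/66, 118 in Teroldego and 68 in F1 22/73. In 1 fit over all 18 RNA samples, in which the genotypes share one estimate of the spread, 78 genes were called in F1 21/66, 101 in Teroldego and 42 in F1 22/73. Without Teroldego, 96 hpi, replicate 1, the genotype's own fit called 82 genes, and without its 12 hpi replicate 1 it called 10.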

There was a much higher number of modulated transcripts in the 21/66 offspring than in Teroldego and the 22/73 offspring. It should be noted that the design of the study does not allow us to extend this result to the fraction of genes which were not represented on the array.

Half of the F1 21/66 modulated genes had the same profile observed in the cDNA-AFLP experiment and they were generally up-regulated (Additional file 5). A difference was, however, seen in the timing of the modulation: gene induction was detected mainly after 12 hpi in the microarray experiment, whereas 53% of the genes were already induced at 12 hpi in the cDNA-AFLP study. This difference likely resides in the higher number of sampling times considered in the cDNA-AFLP study and in the fact that the microarray technique is less sensitive than the PCR-based cDNA-AFLP technique. 

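Of the 71 genes called in F1 21/66 and induced at least 1.5-fold, 15 were induced at 12 hpi and 56 at 96 hpi and not at 12 hpi. Among the called TDFs, 48 were induced on the array, 11 of them at 12 hpi and 37 only at 96 hpi. On the gel, 38 of the called TDFs had a stronger band at some time point in infected F1 21/66, and 20 of these had it at 12 h. The 12 hpi arrays of this genotype had empty positions as dim as those of its controls, which was not so at 96 hpi.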

A similar technical discrepancy was found in a recent study involving molecular analysis of resistance to leaf stripe in barley [49].

Of the 93 modulated genes in the resistant offspring only 19 were also induced in the susceptible individuals. This class includes genes encoding for proteins involved in transcription and translation activation, namely an elongation factor 1-alpha [DFCI:TC96066] and a pentatricopeptide repeat-containing protein [DFCI:TC91629], and for a phase change-related protein [GenBank:JG391699, DFCI:TC93391] and a lipid transfer protein [DFCI:TC90421] activated in other plant-pathogen interactions [50,51]. 

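Log2 fold changes at 12 hpi are given as the mean of the probes of a gene with its SE, from 2 RNA samples per group. The elongation factor 1-alpha (elong factor1) rose by 0.42 (SE 0.10) in F1 21/66, 0.70 (SE 0.27) in Teroldego and 0.28 (SE 0.11) in F1 22/73. All 4 comparisons of an infected with a control replicate went up in each genotype. It was called in F1 21/66 (adjusted p = 0.00149 on its strongest probe) through its rise at 96 hpi, and in neither susceptible genotype. The pentatricopeptide repeat-containing protein TC91629 rose by 0.41 (SE 0.11), 0.44 (SE 0.24) and 0.24 (SE 0.11), and 1 of its 2 probes was called, in F1 21/66 only. That call was lost under 12 of 21 alternatives, among them quantile normalization, cyclic loess, median centring and a filter at 1000 units. The phase change-related transcripts JG391699 and Pcr rose by 0.54 and 0.56 in F1 21/66, by 0.87 and 0.96 in Teroldego and by 0.37 and 0.44 in F1 22/73. In Teroldego 1 probe of each was called with a rise at 12 hpi, of 1.73 for JG391699 (adjusted p = 0.00132) and 1.29 for Pcr (adjusted p = 0.00717). In F1 22/73 the same probe of JG391699 was called, at 0.70 (adjusted p = 0.0301), and Pcr was not. Of the 4 comparisons of replicates, 3 went up for Pcr in F1 21/66. For JG391699 the rise lay in 1 of 2 probes, with 1.07 against 0.01 in F1 21/66. At 96 hpi Pcr fell by 1.85 in F1 21/66 (probes -2.99 and -0.71), and the probes of JG391699 changed by -2.66 and 0.61. The difference of this late fall from the susceptible genotypes was -2.83 on the strongest probe of Pcr (adjusted p = 0.00295). But the scaled log2 signal of Pcr in the controls was 12.46 in F1 21/66, 10.98 in Teroldego and 10.49 in F1 22/73. At 96 hpi Pcr stood at 10.61 in F1 21/66, between the levels of the susceptible controls. The lipid transfer protein JG391884 had under 500 units in some RNA samples and was not tested.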

Their early up-regulation, within 12 hpi, suggests metabolic reprogramming and plant defense response following recognition of general elicitors in both resistant and susceptible genotypes.

Of special interest were 57 genes exclusively modulated in the resistant genotype. Given the functional categories and, in some cases, the specific genes affected by the oomycete, we presume that the resistance mechanism observed in our study is quite similar to that found in *V. riparia *following *P. viticola *infection [6].

Genes encoding for recognition and signal transduction components, such as two receptor-like protein kinases [DFCI:TC80277, GenBank:JG391865] and one TIR-NBS receptor [DFCI:TC98959], were slightly activated. 

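In F1 21/66 at 96 hpi, the receptor-like kinase TC80277 had a log2 fold change of 0.43 (SE 0.10, adjusted p = 0.0129, limma on the mean of its probes), and JG391865 had 0.41 (SE 0.10, adjusted p = 0.0380). The TIR-NBS receptor RPP4, with 1 probe, had 0.55 (SE 0.10, adjusted p = 0.0104). For each of the 3 genes all 4 comparisons of an infected with a control replicate went up. None reached 1.5-fold on a probe, so none was called. With Actin alone or with the series table all 3 were called. When probes were named by the other name column, RPP4 was at -0.13. The differences of their responses from the susceptible genotypes were 0.16, 0.17 and 0.43, and none passed (adjusted p of at least 0.0959).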

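The single tested probe of TC79194, a calcium-dependent protein kinase, changed by 0.38 (SE 0.11) in F1 21/66 at 96 hpi, up in 4 of 4 comparisons of replicates, with an adjusted p of 0.0573 in limma. Its difference from the susceptible genotypes was 0.01 (SE 0.12, adjusted p = 0.958). The probe is dim, with 608 units in its weakest RNA sample, and with the empty positions as background its change was -0.69. It was called with Actin alone and with no intensity filter.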

A calcium-dependent protein kinase [DFCI:TC79194] was also specifically induced in the resistant offspring suggesting that this secondary messenger may play a role in the defense response. A major role, however, seems to be played by ethylene as a signaling molecule. Several transcripts involved in ethylene biosynthesis [DFCI:TC98757, DFCI:TC89222, DFCI:TC77376, DFCI:TC75061], as well as downstream ethylene responsive factors [DFCI:TC92107, DFCI:TC89392], appeared to be induced. 

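Of the ethylene biosynthesis genes, AdenMetSyn2 rose by 0.98 (SE 0.12, adjusted p = 0.00105) at 96 hpi in F1 21/66, with both probes called. AdenMetSyn1 changed by 0.24 (SE 0.16, adjusted p = 0.186), its probes by 0.58 and -0.11, and with Ufgt alone its mean was -0.02. Aco, an ACC oxidase, rose by 0.83 (SE 0.13, adjusted p = 0.00371) at 12 hpi with both probes called, and was also called in F1 22/73. The fourth biosynthesis transcript had no probe in the files. Of the responsive factors at 96 hpi, Erf4b rose by 0.54 (SE 0.10, adjusted p = 0.00832) with 1 of 2 probes called. Erf3b changed by 0.51 (SE 0.16, adjusted p = 0.0573) on its 1 probe and was not called. All 4 comparisons of replicates went up for each of these genes. The largest difference from the susceptible genotypes was on a probe of Erf4b, at 1.18 (adjusted p = 0.0530). With the empty positions as background Erf4b was at -0.20 and Erf3b at -0.49.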

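PR5, the osmotin-like protein, rose by 1.90 (SE 0.32, adjusted p = 0.00472) at 96 hpi in F1 21/66, with both probes called (2.25 and 1.56) and 4 of 4 comparisons of replicates up. It changed by 0.21 in Teroldego and by 0.38 in F1 22/73. Its response exceeded that of the susceptible genotypes by 1.61 (SE 0.32, smallest adjusted p on a probe 0.00795). The call was kept under every alternative run, with changes between 0.78 and 2.51. PR2, the β1,3-glucanase, had 1 tested probe and changed by 0.55 (SE 0.11, adjusted p = 0.0174), which was under 1.5-fold, so it was not called. With Actin alone, the series table or no intensity filter it was called. The difference of PR2 from the susceptible genotypes was 0.33 (SE 0.19, adjusted p = 0.352).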

Interestingly, we detected transcriptional activation of genes encoding for a *V. vinifera *osmotin-like protein [GenBank:Y10992] and a β1,3-glucanase [GenBank:AJ277900], which belong respectively to class 5 and class 2 pathogenesis-related proteins. Several studies have proved that ethylene modulates grapevine PR-5 and PR-2 genes [52] and have shown the role these play in resisting biotrophic and necrotrophic pathogens [53]. 

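For PR1, with 1 tested probe, the log2 fold change at 96 hpi in F1 21/66 was 0.75 (SE 0.14, adjusted p = 0.00946), up in 4 of 4 comparisons of replicates. Its response was 0.70 higher (SE 0.16, adjusted p = 0.0259) than that of the susceptible genotypes. In F1 22/73 it rose at 12 hpi. The call in F1 21/66 was lost with Ufgt alone, where the change was 0.50. PR10 rose by 0.82 (SE 0.14, adjusted p = 0.00775), with both probes called and all 4 comparisons up. Its difference from the susceptible genotypes, 0.78 (SE 0.31), did not pass (adjusted p = 0.149). In RT-qPCR the paper's log2 fold change in F1 21/66 at 96 hpi was 3.88 for PR5 and 1.74 for PR2, up as on the array. That of PR10 was -0.83, opposite to the array.

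**Figure D2:**
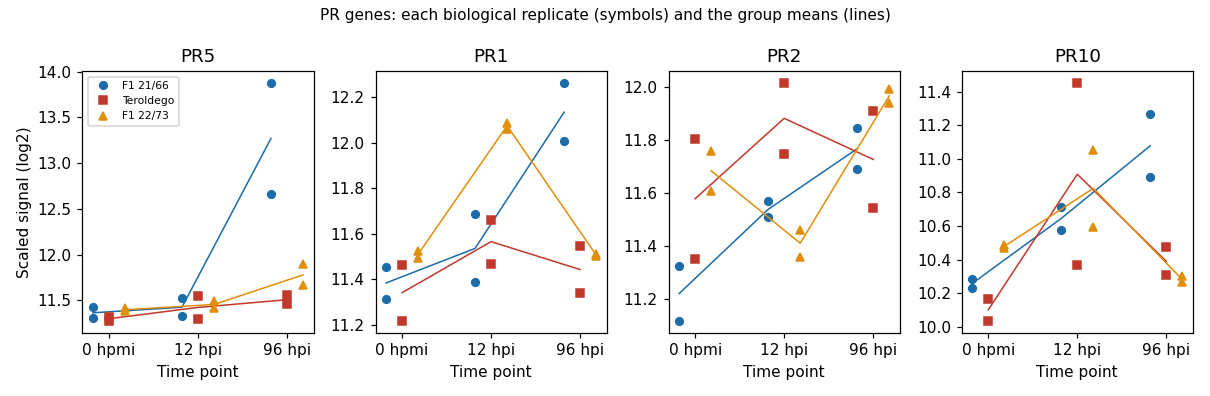
Scaled log2 signal (vertical axis) of PR5, PR1, PR2 and PR10 in each RNA sample at 0, 12 and 96 h (horizontal axis) by genotype. Each point is one biological replicate, and the lines join the means of 2 replicates. PR5 in F1 21/66 at 96 hpi reached 13.87 and 12.67, above the 11.28 to 11.89 of every other RNA sample.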

Consistent with previous reports regarding *P. viticola*-infected grapevine leaf discs [12], we also observed accumulation of a PR1 [GenBank:AJ536326] and a PR10 [GenBank:AJ291705] transcript at 96 hpi.

Resveratrol accumulation is strictly controlled at the transcriptional level by regulation of the steady state of stilbene synthase transcripts [54], both during development [23] and under elicitation [24-27]. However, no transcriptional regulators have been identified so far. As expected, we found two isoforms of stilbene synthase, [GenBank:S63225] [55] and [GenBank:X76892] [56], which were activated in the resistant individual at 96 hpi. On the other hand, no modulation was observed in the susceptible genotypes. 

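The isoform StSy1 changed by 0.32 (SE 0.10) at 96 hpi in F1 21/66, 0.33 (SE 0.17) in Teroldego and 0.09 (SE 0.10) in F1 22/73. In F1 21/66, 1 of its 2 probes was called (0.62, adjusted p = 0.00746) and the other changed by 0.02. The isoform StSy changed by 0.53 (SE 0.10), 0.45 (SE 0.21) and 0.20 (SE 0.12), and 1 of its 2 probes was called in F1 21/66 (0.68, adjusted p = 0.00754). Neither isoform was called in a susceptible genotype, and at 96 hpi all 4 comparisons of replicates went up for both isoforms in each genotype. At 12 hpi StSy changed by -0.44 in F1 22/73 (SE 0.12, adjusted p = 0.0106 over both times), down in 4 of 4 comparisons but under 1.5-fold. The responses of F1 21/66 and the susceptible genotypes differed by 0.11 (SE 0.15) for StSy1 and by 0.20 (SE 0.20) for StSy. Neither difference passed (smallest adjusted p 0.142 and 0.566). With median centring, quantile normalization, cyclic loess or Ufgt alone, both calls in F1 21/66 were lost. In Teroldego the change of StSy1 was -0.01 with quantile normalization and -0.02 with cyclic loess. StSy is dim, with 505 units in its weakest RNA sample. With the empty positions as background both isoforms went down in F1 21/66, by -0.21 and -0.72.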

The timing of the induction is consistent with our biochemical results and with the literature [47]. In particular, strong up-regulation of the isoform [GenBank:S63225] (12 times that detected in RT-qPCR), between 12 and 96 hpi, is indeed compatible with the complex profile of viniferins accumulated in the resistant offspring at six days post infection.

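For StSy1 in F1 21/66 the paper's RT-qPCR log2 fold change against the control was -0.69 at 12 hpi and 3.64 at 96 hpi. On the array the mean of its probes changed by 0.10 at 12 hpi. In Teroldego and F1 22/73 the RT-qPCR values at 96 hpi were -0.15 and -0.07.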

Interestingly, cDNA-AFLP analysis revealed induction of the expression of two peroxidase genes [DFCI:TC81349, DFCI:TC56380] in the resistant offspring at 24 hpi. Peroxidases are known to catalyse oxidation of *trans*-resveratrol in the presence of H_2_O_2_, giving rise to a resveratrol radical which then oligomerizes to form the stilbenoid oligomers [57,58].

We found three other induced genes belonging to the phenylpropanoid metabolism, encoding for a caffeoyl-CoA O-methyltransferase [GenBank:Z54233], a flavonoid 3', 5'-hydroxylase [GenBank:CF404908] and a dihydroflavonol reductase [GenBank:X75964]. 

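At 96 hpi in F1 21/66 the dihydroflavonol reductase Dfr changed by 0.36 (SE 0.11, adjusted p = 0.0645). It was not called, but was called with Actin alone or with no intensity filter. The accession given for the flavonoid hydroxylase was not analysed here. JG391769, which Additional file 5 describes as such an enzyme, rose by 0.84 (SE 0.12, adjusted p = 0.00370) and was called. Each of these had 1 tested probe, and all 4 comparisons of replicates went up. No difference of these from the susceptible genotypes passed, and the larger was that of JG391769 at 0.56 (adjusted p = 0.0714). With the empty positions as background Dfr was at -0.75. JG391769 was at -0.20 when probes were named by the other name column.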

Although we did not check accumulation of monolignols and proanthocyanidins in the infected leaves, they are known to play a role in the plant's defense response. Monolignols are essential for cell wall reinforcement [59] and proanthocyanidins are toxic compounds for pathogens [60,61].

The defense response in biotrophic interactions also involves primary metabolism reprogramming [6]. In our study, several genes which could be associated with protein degradation appeared to be induced by *P. viticola *in the resistant genotype, as reviewed previously for other plant-pathogen interactions [62].

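The ubiquitin protein, listed as ubiquitin, changed by 0.61 (SE 0.13, adjusted p = 0.0221) at 96 hpi in F1 21/66, up in 4 of 4 comparisons of replicates, with 1 of 2 probes called. The call was lost with Ufgt alone, where the change was 0.36, and with median centring, quantile normalization, a filter at 1000 units and the replicate block. It changed by -0.46 in Teroldego and by -0.57 in F1 22/73, where 1 probe was called. The difference of 1.13 (SE 0.63) did not pass (adjusted p = 0.310). The RING-H2 E3-ligase JG391817 had under 500 units in some RNA samples and was not tested.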

Interestingly, a ubiquitin E3-ligase with RING-H2 domain [DFCI:TC101906] and a ubiquitin protein [DFCI:TC85973] were induced upon infection, as observed in *V. riparia *[6]. Many other genes encoding for catabolic enzymes of proteins (carboxypeptidases, aminopeptidases) and carbohydrates (amylases) were also up-regulated at 96 hpi.

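Of 5 enzymes of protein or starch breakdown in the list exclusive to F1 21/66, 1 was called at 96 hpi. The serine carboxypeptidase JG391878 rose by 0.61 (SE 0.10, adjusted p = 0.00832), and its response exceeded that of the susceptible genotypes by 0.65 (SE 0.13, adjusted p = 0.0157). Its call was lost with Ufgt alone, median centring, quantile normalization and cyclic loess. The aminopeptidase JG391902 changed by 0.36 (SE 0.14), the prolylcarboxypeptidase-like JG391843 by 0.29 (SE 0.09) and the plastid alpha-amylase JG391734 by 0.28 (SE 0.09), none of them called. The beta-amylase JG391891 changed by -0.18 (SE 0.12) and with Actin alone by 0.07. All 4 comparisons of replicates went the same way for each gene. Of the 4 probes of JG391843, 3 rose and 1 changed by -0.11, and 1 probe was called in Teroldego.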

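Of the 26 genes that Additional file 5 gives to the susceptible genotypes, all were tested. Of these, 5 were called in Teroldego, 13 in F1 22/73 and 1 in F1 21/66, and 16 were called in the susceptible genotypes only. Of all 43 genes called only there, 35 were mainly up-regulated. The median log2 fold change of the 26 genes was 0.09 at 12 hpi and 0.23 at 96 hpi in Teroldego, and 0.18 and -0.04 in F1 22/73.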

Most of the 26 modulated genes specific to susceptible individuals turned out to be induced (74%) but did not exhibit a coherent expression profile in either susceptible genotypes. This analysis does not, therefore, allow us to draw conclusions about the mechanisms underlying grapevine-*P. viticola *compatibility, also because 16 of these genes showed the same cDNA-AFLP profile in the resistant genotype.

Among the modulated genes, we found 15 genes whose modulated expression had no common rule in the resistant versus the two susceptible genotypes. This group contained genes encoding for a plastidic aldolase [GenBank:JG391820] and for photosynthetic proteins such as chlorophyll a-b binding proteins [DFCI:TC93431, GenBank:JG391764, DFCI:TC84281, DFCI:TC73356], a cytochrome b [DFCI:TC78321] and a ribulose 1-5-bisphosphate carboxylase/oxygenase activase [GenBank:JG391868]. 

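All 15 genes of this section of Additional file 5 were tested, and 12 were called in F1 21/66, 3 in Teroldego and 11 in F1 22/73. In F1 21/66, 13 of them were higher at 96 hpi, with a median of 0.73 against -0.21 in Teroldego and -0.27 in F1 22/73. Of the 15, 2 had a probe whose 96 hpi response differed between F1 21/66 and the susceptible genotypes. JG391767, named after its values were seen, had a difference of 1.92 (adjusted p = 0.0157), and the cytochrome b TC78321 had one of 0.94 on 1 of its probes (adjusted p = 0.0189).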

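At 96 hpi in F1 21/66 the plastidic aldolase JG391820 rose by 1.33 (SE 0.17, adjusted p = 0.00274), and the chlorophyll a/b binding proteins TC73356 and JG391764 rose by 2.67 (SE 0.23) and 2.62 (SE 0.46). Every 96 hpi array of F1 21/66 had 4 saturated spots, with at least 65000 units. A probe of TC73356, with 5518 control units and a change of 3.32, may be among them. Its rise may then be understated. TC78321 rose by 1.04 (SE 0.11, adjusted p = 0.000296). The other chlorophyll a/b binding proteins changed by 0.63 (SE 0.12, JG391714), 0.44 (SE 0.10, TC93431) and 0.09 (SE 0.11, JG391708). The activase JG391868 changed by 0.19 (SE 0.23), up in 2 of 4 comparisons of replicates. All were called except JG391708 and JG391868. The paper's list of modulated genes does not hold JG391708, and it gives JG391714 among those up-regulated in both kinds of genotype. Probes disagreed for TC93431, with 1.18 and -0.30. JG391708 was at -0.16 and JG391868 at -0.07 with Ufgt alone. The responses of TC73356 and JG391820 exceeded those of the susceptible genotypes by 3.15 (SE 1.00) and 1.50 (SE 0.47), and neither difference passed (smallest adjusted p 0.0714 and 0.0571).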

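At 12 hpi in Teroldego, the log2 fold change was -2.91 (SE 1.00) for TC73356, -0.93 (SE 0.53) for JG391764, -0.80 (SE 0.40) for TC93431, -0.74 (SE 0.53) for JG391868, -0.48 (SE 0.20) for JG391708, -0.26 (SE 0.34) for JG391820 and -0.06 (SE 0.43) for JG391714. TC78321 changed by 0.11 (SE 0.15). None of the 7 falling genes was called in Teroldego, but TC73356 was called there with the replicate number as a block. With Actin alone, JG391714 was at 0.12, and 6 of the 8 genes fell. With quantile normalization all 8 fell.

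The 16 array genes of the photosynthesis category of Additional file 3, a list made on the gels, were also tested as a set with fry, limma's rotation test. In F1 21/66 at 96 hpi their median was 0.35 and their mean 0.67, with 13 of 16 genes up (adjusted p = 0.0144 over 6 sets). The median over all genes was 0.13. Camera, with a preset correlation, did not call that set, so the call holds under fry only. It was also lost with Ufgt alone (median 0.10), with a filter at 1000 units (median 0.34) and with the empty positions as background (median -0.031), an alternative added after the data were seen. In Teroldego at 12 hpi the set had a median of 0.07 and a mean of -0.20, with 9 genes up and 7 down. The direction fry gave there was up, unlike that of the mean (adjusted p = 0.329). In Teroldego at 96 hpi the median was 0.29 and fry gave an adjusted p of 0.0399, with 10 genes up, while the median over all genes there was 0.29 too. The 96 hpi difference between F1 21/66 and the susceptible genotypes had a median of 0.13 and was not called by fry.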

Most of the genes were already down-regulated in Teroldego at 12 hpi and highly activated in the resistant offspring, mainly at 96 hpi. Down-regulation of photosynthesis-related genes following pathogen infection in susceptible genotypes during compatible interactions has already been widely reported [10,33,63-65]. Up-regulation of the photosynthetic genes in resistant genotypes, as reported here, has been described in only a few cases [66]. This could be an alternative strategy adopted by the cell to gain energy for defense response, as opposed to induction of invertase activity previously described in the case of *P. viticola *infection [6].

## Conclusions

This work reports a biochemical and transcriptomic analysis of downy mildew resistant and susceptible individuals selected from a grapevine crossing population (Merzling × Teroldego) which segregates for resistance and stilbenoid content traits.

A strong negative correlation between the concentrations of stilbenoid viniferins in the leaves and the progress of infection was demonstrated. Moreover, a comprehensive transcriptome profiling of resistant and susceptible individuals of the cross following infection led to the identification of a set of genes specifically modulated in the resistant genotype which should be taken into account in future breeding programs.

## Methods

### Plant material, inoculum and plant infection methods

An interspecific population derived from Merzling (M) (complex hybrid of *V. vinifera *descending from *Vitis rupestris *and *Vitis lincecumii*) × *V. vinifera *cv Teroldego (T) was characterized for resistance to *P. viticola *and for accumulation of stilbenoid compounds upon infection. The cross was developed at the Fondazione Edmund Mach and consisted of 255 progeny plants. Of the 255 F1 individuals, those selected were replicated annually by grafting wood cuttings onto rootstock KOBER 5BB. The plants were grown in 1L pots filled with soil:sand:peat:vermiculite (3:1:3:3, v/v) in a greenhouse at 25°C/20°C day/night temperature, with a 16 h photoperiod and relative humidity (RH) of 70 ± 10%. Sporangiophores of *P. viticola *(Berk. and Curt) Berl. et De Toni were collected from infected leaves of *V. vinifera *cv Pinot Gris plants by brushing the white mould present on the underside of the leaves in cold bidistilled water. Fully expanded leaves of 8 to 10 week old grafted plants were inoculated by spraying a conidial suspension of of 10^4^/10^5^ spores/ml onto the abaxial leaf surface and were kept overnight in the dark in a growth chamber at 24°C with 80% RH. The infected plants were then transferred to the greenhouse and kept in the same conditions as described above. Mock-inoculated plants were obtained by spraying distilled water in the greenhouse.

Plants were organized on the basis of experimental design specific to each analysis (phenotypic evaluation, stilbenoid analysis, gene expression analysis).

### Phenotypic evaluation of resistance to *P. viticola*

The parental lines plus 104, 87 and 86 of the 255 F1 individuals were scored for resistance to *P. viticola *in 2005, 2006, 2007 respectively.

Plant reaction was scored as presence or absence of visible necrosis at ten days post infection (dpi). The extent of sporulation was assessed by visually estimating the percentage area of sporulation (% Sp) on the lower leaf surface on all infected leaves of all replicates according to [67]. A mean value and a standard error were calculated for each individual. Magnitude of plant reaction and level of sporulation per individual were simultaneously rated by a visual index, the OIV452 descriptor, recommended by the Office International de la Vigne et du Vin [37]. Categorical values from 1 (the most susceptible) to 9 (the most resistant) were assigned based on absence or presence of visible necrosis and its size, as well as on the extent of sporulating area: 1: sporangiophores densely cover the whole leaf area, diffuse chlorosis, absence of necrosis; 3: predominating patches of dense sporulation, chlorotic areas, absence of necrosis; 5: patches of sparse sporulation equally intermixed with asymptomatic areas, necrotic flecks underneath sporulating areas; 7: small spots with sparse sporangiophores, concentric development of necrotic lesions with HR; 9: absence of sporangiophores, small necrotic spots with HR. Even numbers were used to describe intermediate categories.

The absence of *P. viticola *symptoms was confirmed on all the leaves of the control plants.

Normal distribution of sporulation values was assessed by the One-Sample Kolmogorov-Smirnov test applied to the % Sp values, square root transformed (RADQ S) using the Statistica data analysis software version 6 (StatSoft, Tulsa, OK).

### Analysis of stilbenoid content

The second and the third leaf from the apex of one biological replicate for each genotype were collected at 6 dpi and at 0 hpmi during the 2005 harvest. All the leaves collected were stored at -20°C until analysis. Sample preparation and the conditions for HPLC-DAD-MS analysis were the same as described in Vrhovsek *et al*. [36]. The stilbene monomers and stilbenoid oligomers were identified by comparing the retention time, MS and UV spectra with those of authentic standards, and quantified by UV-VIS detection at 280 nm and 310 nm using the external standard method. *Trans*-Resveratrol, *trans*-piceid and IS (*trans*-4-hydroxystilbene) monomers were quantified with UV-VIS detection at 310 nm. Dimers ((+)-*E-*ε-viniferin, *Z*- and *E*-ω-viniferin, ampelopsin D and quadrangularin A), trimers (*Z*-miyabenol C and *E-*miyabenol C and α-viniferin) and tetramers (isohopeaphenol, ampelopsin H and vaticanol-C-like isomer) were quantified according to the calibration curves of the isolated compounds. Pallidol was expressed as ampelopsin H, *trans*-pterostilbene was expressed as the equivalent of *trans*-resveratrol. Due to the coelution of vaticanol-C-like isomer and ampelopsin H the sum of both compounds was expressed as ampelopsin H, due to the coelution of *Z+E*-miyabenol C the sum of both compounds was expressed as *Z*-miyabenol C, and due to the coelution of *Z+E*-ω-viniferin the sum of both compounds was expressed as *E*-ω-viniferin. All concentrations are expressed as mg/kg of fresh weight (fw).

### cDNA-AFLP analysis

Leaves for the analysis (the second and third from the apex) were collected from five biological replicates each of F1 21/66 and Merzling at 12, 24, 48 and 96 hpi with *P. viticola *and at 0 hpmi (C) in the summer of 2005, immediately frozen in liquid nitrogen and stored at -80°C. Total RNA was extracted from a pooled sample of the second and third frozen leaf according to Moser *et al*. [68], quantified by Nanodrop 8000 (Thermo Scientific) and checked for quality using an Agilent 2100 Bioanalyzer (Agilent Technologies).

Double-stranded cDNA synthesis and cDNA-AFLP procedures were as previously described in Polesani *et al*. [33], starting from 2 μg of total RNA and using BstYI and MseI as restriction enzymes. A total of 128 selective amplifications were carried out with^33^P-labeled *Bst*YI primers containing one extra selective nucleotide per primer. The amplification products were separated and the gels were scanned as described in Polesani *et al*. [33]. Differentially expressed transcripts relating to inoculated and control samples were identified by visual inspection of autoradiographic films and their profiles were visually scored and were assigned the term U to fragments 'up-regulated in infected samples', D to those 'down-regulated in infected samples' and S to those with 'the same profile after infection or water-spray treatment' (Additional file 3). To validate the reproducibility of the cDNA-AFLP data, the selective amplification reaction of 6 primer combinations was replicated twice starting from two independent pre-amplification products. Bands corresponding to differentially expressed transcripts were excised from the gels and eluted in 100 μl of sterile bidistillated water. An aliquot of 5 μl was used as a template for re-amplification with non-labeled primers identical to those used for selective amplification.

PCR products were purified by adding 1.5 μl of exonuclease-phosphatase (ExoSAPIT, Amersham) to each 5 μl of PCR product which was incubated at 37°C for 45 min, then at 75°C for 15 min and then directly sequenced.

### Sequence analysis and annotation

Sequences were analyzed by homology searching with BLAST [69] against the following databases: EST database at NCBI [70], DFCI Grape Gene Index (release 6.0) [71], IASMA Grape Genome database (release 3.0) [72], RefSeq blast database at NCBI [73] and UNIPROT [74]. Blast results (blast-n: E-value < 10^-10^, blast-x: E-value < 10^-6^) with GO associated terms were analyzed by the 'ARGOT' tool for annotation developed in-house [75] with high confidence (Id > 80%). Automatic annotation results were manually inspected and integrated with GO 'biological process' terms supported by evidence from the literature. Finally, sequences were assigned to functional categories.

Sequence data have been deposited at NCBI's EST database [70] and are accessible through GenBank, accession numbers: JG391664-JG391941.

### Combimatrix array design

Genes considered for representation on microarrays included those containing the 278 cDNA-AFLP fragments that exhibited differences in band intensity according to genotype/treatment and gave good quality sequences, in addition to the 72 coding for proteins which are reported in the literature as having possible or demonstrated roles in pathogen defense. For most of the sequences, two probes twice-spotted were designed into different regions, while in the case of non-oriented sequences, two probes were designed into each direction with the suffix 'RC' added to the name of the probe corresponding to the Reverse Complement strand. A total of 1530 probes were synthesized onto each sector of a CustomArray 4×2240 microarray slide (Combimatrix Corp., WA). Negative control probes from viruses and bacteria (Combimatrix Corp., WA) and four putative housekeeping genes were also included on the array.

### Hybridization and microarray analysis

Hybridization probes were made from 18 total RNA preparations representing two biological replicates of the leaves of F1 21/66, F1 22/73 and Teroldego inoculated with *P. viticola *and collected at 12 and 96 hpi, or sprayed with water (C).

Total RNA (1 μg) was amplified using the Amino Allyl MessageAmp™II aRNA Amplification kit (Ambion, USA) and the resulted amminoallyl-aRNA was conjugated to a fluorescent label (Cy-5). The purified labeled aaRNA was quantified by spectrophotometry (ATI Unicam) and 2 μg were hybridized to the custom Combimatrix array according to the manufacturer's directions. Each hybridization was repeated three times. Pre-hybridization, hybridization, washing and imaging were performed according to the manufacturer's protocols [76].

The arrays were scanned with a ScanArray4000XL (Perkin Elmer, USA) and TIF images were exported to MicroArray Imager 5.8 (Combimatrix, USA) for densometric analysis. Microarray data were analyzed according to the procedure described in [49] with some modifications. Briefly, spot flagging and visual inspection of the images was carried out in order to exclude bad spots (based on spot saturation and heterogeneity). Raw data were analyzed and negatively flagged spots were excluded from further analysis by assigning them a zero weight. Only probes with a signal intensity of at least 500 fluorescence units [77] for all biological replicates were considered for further analysis. Scaling normalization was performed using *Actin *and *Ufgt *(UDP-glucose:flavonoid 3-O-glucosyltransferase) as reference genes. The normalized median intensity values were Log2-transformed.

For each dataset, a Pearson correlation test was performed on the normalized Log2-transformed values in order to assess the variability within technical and biological replicates. Datasets from each individual were analyzed independently after calculating the mean expression value from normalized values of technical replicates for each probe (due to the range of Pearson coefficients obtained) (Additional file 4). Before statistical analysis, a mean value was calculated from normalized values of hybridization technical replicates (Log2-mean value). For each individual, the normalized values were organized in three groups corresponding to the harvesting time points for comparison. Three datasets with high quantities of significantly differentially expressed genes were identified by running a Significance Analysis of Microarrays (SAM) multiclass comparison [78] using a TIGR Multiexperiment Viewer [71] with a False Discovery Rate (FDR) < 5% imposed, as in [6]. SAM output was further restricted to genes with a change in mRNA expression of 1.5-fold or greater in at least one of the two analyzed expression points. For those genes in which two oligos were found significantly differentially expressed, a mean value was calculated from the median intensity values at each time point (Additional file 5).

Expression data have been deposited in NCBI's Gene Expression Omnibus [79] and are accessible through GEO Series accession number GSE28851.

### Real-time RT-PCR analysis

Total RNA for Reverse Transcription quantitative Polymerase Chain Reaction (RT-qPCR) were the same as those used for the array hybridizations. For each time point, RNA was initially treated with RNase free-rDNaseI (Ambion) and subsequently used for first strand cDNA synthesis using the Superscript™ III Reverse Transcriptase kit (Invitrogen) according to the manufacturer's instructions. Amplification was performed using SYBR Green PCR master mix, as described in [23], using gene-specific primers designed within the same genomic region where the oligos for microrray analysis were localized (see Additional file 6 for sequences). Cycling conditions were: 50°C for 2 min, 95°C for 2 min, then 40 cycles of 95°C for 15 sec and 60°C for 1 min. Triplicate quantitative assays were performed with an ABI PRISM 7000 Sequence Detection System (Applied Biosystem, Foster City, CA). Raw data were analyzed with ABIPRISM 7000 DS software to extract Ct values. Baseline-corrected data were imported into the LinRegPCR software to calculate reaction efficiency [80,81]. The relative expression of each gene (target) was then calculated according to Pfaffl's equation [82] using *Actin *for normalization (reference) and the water-sprayed control as calibrator sample (control), which represents 1X expression of the gene of interest. The overall standard error (SE) of the mean normalized expression was obtained by applying the error calculation based on Taylor's series as developed for REST^© ^software [83].

## Abbreviations

cDNA: Complementary DNA; EST: Expressed Sequence Tag; GEO: Gene Expression Omnibus; HPLC-DAD-MS: High Performance Liquid Chromatography - Diode Array Detection - Mass Spectrometry; NCBI: National Center for Biotechnology Information; RT-qPCR: Reverse Transcription quantitative Polymerase Chain Reaction; SAM: Significance Analysis of Microarrays; TC: Tentative Consensus.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GM carried out the cDNA-AFLP and microarray experiments (including the Combimatrix array design), performed microarray statistical analyses, helped with grapevine infections, collaborated on conception of the study and wrote the manuscript. UV performed the biochemical analyses. LZ carried out grapevine infections and MS developed the M × T cross and provided the woody cuttings. AC helped with the sequence analysis and annotation. FM collaborated on conception of the study and on critical interpretation of the biochemical results, and revised the manuscript. MD collaborated on experimental design and is responsible for the Functional Genomics Center (University of Verona) where the hybridization experiments were carried out. RV conceived the study and revised the manuscript. CM collaborated on conception of the study and in writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Quantification of the 16 stilbenoids in the Merzling (M) × Teroldego (T) cross after infection with *P. viticola***. The file contains quantification (μg/g fw) and percentages (%) of the 16 stilbenoids identified in a pooled sample of the second and third leaves of the shoot (2+3) of one replicate (r) of the 106 individuals of the cross at 6 dpi. Individuals were assigned to three groups according to stilbenoid production (high producers, low producers, non-producers). Phenotypic data collected during the 2005 harvest (percentage area of sporulation (% Sp) on the lower side of leaves, hypersensitive response (HR) and OIV452 categories) are reported in the last three columns. ID: numeric code assigned to each genotype. n.d.: phenotype not detected due to the absence of replicated plants for phenotypic analysis Click here for file

Additional file 2 **Profiles of the 16 stilbenoids in the 18 high producers of the Merzling (M) × Teroldego (T) cross**. The figure shows the percentage (%) of each stilbenoid identified by the HPLC-DAD-MS analysis in the infected leaves of the 18 high producers. Click here for file

Additional file 3 **List of transcript derived fragments (TDFs) isolated in Merzling and in F1 21/66 after infection with *P. viticola *by cDNA-AFLP analysis**. The file contains a complete list of TDFs showing differential expression, visually estimated by comparing the intensity of the bands in inoculated and control samples of Merzling and F1 21/66. For each TDF is reported: i) the identifier (ID) (1, 2, 3, 4 correspond to A, T, C, G nucleotides used for the selective amplification, BC/BT = BstT0/BstC0, M = Mse0); ii) the GenBank accession number; iii) the expression profile at 12, 24, 48, 96 hpi and at 0 hpmi (C); the abbreviations S, U, D stand for 'the same profile after infection or water-spray treatment', 'up-regulated in infected samples' and 'down-regulated in infected samples', respectively; -- = band not detected due to absence of amplification; iv) the length; v) results of the annotation process: description of a putative function (if available) together with the EST/TC accession numbers, gene and protein accession numbers obtained by blastn/x against EST database at NCBI [70], DFCI Grape Gene Index [71], IASMA Grape Genome database (release 3.0) [72], RefSeq database [73] and UNIPROT database [74]. Click here for file

Additional file 4 **Results of microarray analysis performed on resistant and susceptible individuals of the Merzling (M) × Teroldego (T) cross after infection with *P. viticola***. The file contains the results of significance analysis of microarrays (SAM) multiclass comparison obtained for each genotype (F1 21/66, Teroldego, F1 22/73). For each probe is given: i) the oligo identifier (ID); ii) the accession number of the spotted sequence; iii) the Log2 mean expression value of three technical replicates (Log2-mean value) at 0 hpmi (C), at 12 and at 96 hpi; iv) the change in mRNA expression in treated vs control samples (fold change) calculated as 2 EXP (Log2-mean value of treated sample - Log2-mean value of control sample); v) the q-value indicating the False Discovery Rate (FDR) (bold values are those below the selected threshold of 5%). Click here for file

Additional file 5 **Complete list of significantly modulated genes in F1 21/66, Teroldego and F1 22/73 after infection with *P. viticola***. The file contains the list of transcripts exhibiting statistically significant differential expression with a False Discovery Rate (FDR) < 5% and a fold change greater than 1.5. For the F1 21/66 genotype both cDNA-AFLP and microarray results are reported (light gray indicates agreement between cDNA-AFLP and microarray profiles). For each transcript is given: i) the TDF identifier or the abbreviation of the gene code (ID); ii) the accession number of the spotted sequence; iii) a description of the protein function and the functional category; iv) the cDNA-AFLP profile in F1 21/66; v) the fold change at 12 and 96 hpi in F1 21/66, Teroldego and F1 22/73, as obtained by microarray analysis. Click here for file

Additional file 6 **Real-time RT-PCR validation of the expression profiles of nine *P. viticola*-responsive genes**. differences between the *P. viticola*-inoculated and control conditions as measured by Reverse Transcription quantitative PCR (RT-qPCR) and by microarray for nine *P. viticola*-responsive genes in three individuals of the cross. For each transcript is given: i) the TDF identifier or the abbreviation of the gene code (ID); ii) a description of the protein function; iii) the sequences of the primers used for the amplification (sequences for *Actin *are from Gatto *et al*. [23]; iv) the fold change (FC) at 12 and 96 hpi in F1 21/66, Teroldego and F1 22/73 as obtained by array hybridization experiments and RT-qPCR. SE is the overall standard error of the mean normalized expression value. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

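Leaves of 3 genotypes were sampled, the resistant F1 21/66 and the susceptible Teroldego and F1 22/73, at 0 hpmi (water control), 12 hpi and 96 hpi with P. viticola. For each of the 9 groups there were 2 biological replicates, and each of the 18 RNA samples was hybridized 3 times to a one-colour custom array, which made 54 arrays. The authors labelled amplified antisense RNA with Cy5 and read the spots with MicroArray Imager. Per the file headers and the methods, the deposited scanner values are median intensities of a spot in raw units, with no background column and with bad spots marked. The series table that the authors deposited holds intensities that they scaled on each array by a single factor, not as log2, averaged over the 2 spots of a probe. The scanner values of 47 arrays are proportional to the series table and those of 7 are not, with a tolerance of 0.001 on the log2 scale. On 1 of the 47 a single probe was off. Each probe was given the gene of the column that the series table follows, since 306 probes carry another gene in the second name column. Additional file 5 of the paper lists ratios (fold changes) that the authors computed from their averages, and Additional file 6 gives the authors' RT-qPCR ratios.

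Spots marked bad (33 of those with a probe) were left out. Intensities were set to at least 1 unit, brought to log2 without background subtraction, averaged over the 2 spots, scaled on each array by the mean of Actin and Ufgt, and averaged over the 3 hybridizations. Probes with at least 500 units in each of the 18 RNA samples were tested, 694 probes of 361 genes. RNA spikes were left out of the tests, and the scaling genes, with 4 of the 694 probes, were left out of the gene counts only. The median raw signal of the probes per group lay between 1203 and 2791 units, and the empty positions between 121 and 1247. With 2 RNA samples per group, the median residual SD was 0.123 on the log2 scale in F1 21/66, 0.163 in Teroldego and 0.108 in F1 22/73.

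R 4.3.3 and limma 3.58.1 were used. Each genotype was fitted apart on its 6 RNA samples, with a moderated F test over the changes from 0 hpmi at 12 and 96 hpi. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a 1.5-fold change, and a gene when at least 1 of its probes was called. A gene counted as changed at a time point when the mean of its called probes was at least 1.5-fold there. Whether responses differ between genotypes was tested in 1 limma fit over the 18 RNA samples, as the change in F1 21/66 less the mean change of the susceptible genotypes. The 16 photosynthesis genes were tested as a set with fry, and with camera at a preset correlation of 0.01. Array and RT-qPCR values were compared by Pearson's r with an exact permutation of whole genes, 362880 in all. Agreement with the bands of the gel was given with an exact binomial interval of 95% and 10000 permutations of the profiles. SAM was computed over the 15 distinct partitions of the RNA samples or 100 random ones of the hybridizations.

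The genes named were fixed by rule beforehand. They are the genes that the discussion names by accession, the 9 genes of Additional file 6, the 2 scaling genes, and the 5 called genes per genotype with the largest change that moved the same way in both biological replicates. The value of a gene is the mean of its tested probes. An adjusted p beside a change within a genotype is that of the F test over both times. The paper's tables had been seen when this rule was written. One gene under this rule is not reported here. Genes named outside it are marked as chosen after their values were seen. Whether biological replicates are paired by their number was checked by correlation of their deviations, since the paper names no pairing. Over the pairs of time points r ran from 0.189 to 0.576 in Teroldego, from -0.306 to 0.00889 in F1 21/66 and from 0.0956 to 0.237 in F1 22/73, and the replicate number served as a block in an alternative. The tests were run on simulated data with the spread of these arrays, in which 200 of 694 probes were changed by at least 2-fold. Noise was drawn apart for each probe, with no shift of the scale and no bright empty positions. limma on the 6 RNA samples found 190 with 2 false calls, the test between genotypes found 193 with 10 false calls, and SAM on the 6 RNA samples found 198 with 6 false calls. How often the tests find smaller changes, such as those near 1.5-fold, was not simulated. fry gave a p under 0.05 in 3 of 100 sets with no change and in 100 of 100 with one. With no relation planted, the permutation of genes did so in 5 of 100.

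Alternatives were median centring, quantile normalization, cyclic loess, Actin or Ufgt alone, the series table, no filter or one at 1000 units, bad spots kept, SAM, limma on the 18 hybridizations, 1 fit for all genotypes, a 2-fold or no fold threshold, other rules from probe to gene, the replicate block, and each RNA sample left out. After the data were seen, 5 were added: the series table on the 7 differing arrays, those arrays left out, probes named by the second name column, normexp with an offset of 50 on the empty positions, and the mean of the called probes for a named gene. Genes under 500 units in an RNA sample were left out, as were 19 TDFs without a probe. The metabolite and histology data of the paper were not analysed here.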

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

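The tests on dim probes, on a brighter scan and on the probes of E08 and Pcr were chosen only after the result was seen, as were the alternatives that take the empty positions as background, use the series table on 7 arrays, leave those 7 arrays out or rename the probes. The tests of the array process and of the chip sector were set before. By the outcome written beforehand the test of the array process would have spoken against it, and it was left open only after the values were seen.

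The test of the difference itself found 32 genes whose 96 hpi response in F1 21/66 departed from the mean of the susceptible genotypes, and 4 genes at 12 hpi. A change in the array process on arrays with bright empty positions was tested against these. The 96 hpi arrays of Teroldego share bright empty positions with those of F1 21/66, so such a process would leave few genes against Teroldego alone. Against Teroldego alone 34 genes differed, and 28 against F1 22/73 alone, which is more than such a process would leave if it were equal in both. But the empty positions rose from 133.5 to 1247 units in F1 21/66 and from 223 to 979 in Teroldego. Such a process thus need not cancel between these genotypes. With the empty positions as background the test gave 9 genes, 2 of them among the 57 listed. How many of the 9 are among the 32 is not given here. By these values the process and a difference between the genotypes cannot be told apart. The chip sector differs between control and infected arrays in the same way in all 3 genotypes. It would cancel in the difference between them only if its effect were equal in each, which was not tested. The scaling stays open as well, since the count was 7 with Actin alone, 66 with Ufgt alone and 75 with every array set to one median. Single RNA samples weigh as well. The 96 hpi count was 16 and 17 without replicate 1 and 2 of F1 21/66 at 0 hpmi, and 15 and 12 without those at 96 hpi. It was 18 without replicate 1 of Teroldego at 0 hpmi, 71 without either replicate at 12 hpi, and 66 and 21 without replicate 1 and 2 at 96 hpi. The 12 hpi count was 2 without F1 21/66, 0 hpmi, replicate 2, without F1 21/66, 12 hpi, replicate 1, or without Teroldego, 0 hpmi, replicate 1. It was 7 without Teroldego, 12 hpi, replicate 2, 8 without either 96 hpi replicate of Teroldego, and 1 without F1 22/73, 12 hpi, replicate 2. Leaving out the 7 arrays that depart from the series table gave 12 genes at 96 hpi and 2 at 12 hpi. A difference in the response of the genotypes to the pathogen is an open explanation. So is a difference in how they changed with time or handling, as water controls were hybridized at 0 hpmi only. For most of the 32 and 4 genes nothing here separates either from the arrays, as no label gives the slide of an array. Of these genes, the paper's RT-qPCR, which uses no array, covers PR5 and JG391699 at 96 hpi and JG391733 at 12 hpi. Each went the way of its mean array difference. JG391733 was at -1.93 in F1 21/66, 1.49 in Teroldego and 1.02 in F1 22/73. For the genes covered, such values argue against the arrays as the whole cause.

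For 7 of the genes named by the rule set beforehand the difference at 96 hpi passed on at least 1 probe. PR5 was higher in F1 21/66 by 1.61 (SE 0.32), PR1 by 0.70 (SE 0.16), JG391878 by 0.65 (SE 0.13) and TC78321 by 0.44 (SE 0.17), where the 1 probe that passed differed by 0.94. The difference was -1.05 (SE 0.21) for JG391699, -1.89 (SE 0.29) for Pcr and -2.54 (SE 0.37) for E08, which the paper does not discuss. These 3 falls started from a higher level in F1 21/66. In its controls the probes that fell most read 9017, 23063 and 38967 raw units, in the same order. In the controls of Teroldego they read 1319, 3495 and 5941 units, and in those of F1 22/73 846, 1962 and 3422. A raised floor under dim probes was weighed, as among 3 equal parts of the probes by control signal the dimmest rose by 0.31 more than the brightest at 96 hpi in F1 21/66. It may lift JG391878 and TC78321, whose dimmest RNA samples had 775 and 619 units, and JG391878 was at -0.27 with the empty positions as background. PR5 and PR1, with 1197 and 1724 units, are less exposed, and a raised floor cannot make Pcr, E08 or a probe of JG391699 fall. PR5 was called in F1 21/66 under every alternative run, with changes between 0.78 and 2.51. PR1 lost its call with Ufgt alone and without 96 hpi, replicate 1 (0.62). TC78321 lost it when probes were named by the other name column (0.33). The probes of JG391699 went apart, with differences of -2.56 (SE 0.38) and 0.45 (SE 0.11), and both passed. A filter at 1000 units leaves out the one that fell, and the gene is then at 0.61 in F1 21/66. The falls of E08 and Pcr may be one observation, as the ends of a probe of each share 13 bases. Pcr was at -0.083 when probes were named by the other name column. In the paper's RT-qPCR, which uses no array, the log2 fold change of PR5 at 96 hpi was 3.88 in F1 21/66. It was 0.85 in Teroldego and 1.80 in F1 22/73. For JG391699 the values were -6.04, -0.51 and -1.45 in the same order. For PR5 and JG391699 they argue against the arrays as the whole cause of the difference. A response of the genotype stays a hypothesis, which was not tested further for the other genes.

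Positions that hold no probe, which the paper does not analyse, were brighter than on any control array of the same genotype in 3 groups. Their median was 1247 units in F1 21/66 at 96 hpi, 979 units in Teroldego at 96 hpi and 918 units in F1 22/73 at 12 hpi. This was a rise of 3.22 on the log2 scale, or 9.33-fold, in F1 21/66. A brighter scan or more label on the whole array would lift the probes as well, and their median rose by 0.36, a ratio of 0.11, which speaks against it as the cause. It remains open what made the positions bright, such as a different wash or hybridization of those arrays, which no label records. The 3 groups are not one time point, so time after inoculation alone is not the cause, and no biological explanation was tested.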

How the results depend on the processing

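The alternatives were chosen before the data were examined, except 5 that were added after the values had been seen. These took the series table for the 7 arrays that differ from it, left those 7 arrays out, named probes by the other name column, used the empty positions as background, and gave a named gene the mean of its called probes only. The values to compare with are 88, 21 and 63 called genes in F1 21/66, Teroldego and F1 22/73, 55 in F1 21/66 only, 38 of these up-regulated at 96 hpi, 20 up-regulated in both kinds of genotype, and 43 in the susceptible genotypes only. The response differed from the susceptible genotypes for 32 genes at 96 hpi, 7 of them among the 57 listed, and for 4 at 12 hpi. The photosynthesis genes had medians of 0.35 and 0.07. Apart from leaving out replicates, the count for F1 21/66 stayed within 1.5 times its value under 16 of 23 alternatives, that for Teroldego under 14 and that for F1 22/73 under 14. Pearson's r between the array and RT-qPCR kept its side of the threshold under 13 of 14. The share of TDFs with the profile of the gel did not pass chance under any of 15, and ran from 46.3% to 70.0%. The photosynthesis genes of F1 21/66 kept their call under 11 of 15, and lost it with Ufgt alone, a filter at 1000 units, camera and the empty positions as background. A call of that set means an unadjusted p under 0.05 here. Except where the construction of an alternative shows the cause, the cause was not tested for the values below.

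With Actin alone 164 genes were called in F1 21/66, 98 in F1 22/73, 94 in F1 21/66 only, 87 in F1 21/66 only and up-regulated at 96 hpi and 45 as up-regulated in both kinds of genotype. The response differed from the susceptible genotypes for 7 genes at 96 hpi and 1 of the 57 listed genes. The median of all probes was 0.41 in F1 21/66 at 96 hpi, 0.34 in Teroldego at 12 hpi, 0.53 in Teroldego at 96 hpi, -0.083 in F1 22/73 at 12 hpi and 0.26 in F1 22/73 at 96 hpi. The sign changed for JG391714 (0.12) in Teroldego at 12 hpi, and JG391891 (0.069) in F1 21/66 at 96 hpi. Actin has no value of its own there, since it is 0 by construction, and the same holds for Ufgt under its own scaling. With Ufgt alone 118 genes were called in F1 22/73, 14 in F1 21/66 only and up-regulated at 96 hpi and 83 in the susceptible genotypes only. A difference in response was found for 66 genes at 96 hpi. The photosynthesis genes had a median of 0.10 at 96 hpi in F1 21/66 and -0.12 at 12 hpi in Teroldego. Over all probes the median was -0.095 in F1 21/66 at 96 hpi, -0.029 in Teroldego at 12 hpi, 0.061 in Teroldego at 96 hpi, 0.30 in F1 22/73 at 12 hpi and -0.15 in F1 22/73 at 96 hpi. A change of sign was seen in AdenMetSyn1 (-0.017), JG391708 (-0.16) and JG391868 (-0.067) in F1 21/66 at 96 hpi, and StSy1 (-0.11) in F1 22/73 at 96 hpi, and TC78321 (-0.078) in Teroldego at 12 hpi.

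With every array set to one median, 22 genes were called in F1 21/66 only and up-regulated at 96 hpi. A different response was seen for 75 genes at 96 hpi and 14 of the 57 listed genes. For photosynthesis genes the median was -0.14 at 12 hpi in Teroldego. All probes had a median of 0.015 in F1 21/66 at 12 hpi, 0.027 in F1 21/66 at 96 hpi, -0.051 in Teroldego at 12 hpi, -0.010 in Teroldego at 96 hpi and 0.015 in F1 22/73 at 12 hpi. Genes that changed sign were JG391708 (-0.042) in F1 21/66 at 96 hpi, and TC78321 (-0.10) in Teroldego at 12 hpi. With quantile normalization, 34 genes were called in F1 22/73, 34 in F1 21/66 only, 20 in F1 21/66 only and up-regulated at 96 hpi, 11 as up-regulated in both kinds of genotype and 18 in the susceptible genotypes only. Over the photosynthesis genes the median was -0.17 at 12 hpi in Teroldego. Medians of all probes were 0.016 in F1 21/66 at 12 hpi, -0.031 in F1 21/66 at 96 hpi, -0.025 in Teroldego at 12 hpi, -0.0062 in Teroldego at 96 hpi and -0.017 in F1 22/73 at 12 hpi. Opposite signs were found for StSy1 (-0.0075) and StSy (-0.012) in Teroldego at 96 hpi, and JG391708 (-0.10) in F1 21/66 at 96 hpi, and TC78321 (-0.17) in Teroldego at 12 hpi. With cyclic loess, 41 genes were called in F1 22/73, 34 in F1 21/66 only, 22 in F1 21/66 only and up-regulated at 96 hpi and 22 in the susceptible genotypes only. The test between genotypes gave 58 genes at 96 hpi and 11 of the 57 listed genes. The photosynthesis genes had a median of -0.17 at 12 hpi in Teroldego. The median of all probes was 0.011 in F1 21/66 at 12 hpi, 0.0072 in F1 21/66 at 96 hpi, 0.0019 in Teroldego at 96 hpi and -0.0057 in F1 22/73 at 12 hpi. The sign changed for StSy1 (-0.016) in Teroldego at 96 hpi, and TC78321 (-0.15) in Teroldego at 12 hpi. Median centring and quantile normalization set the median of all probes near 0 by construction.

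With the deposited series table throughout, 36 genes were called in Teroldego and 58 in F1 21/66 only and up-regulated at 96 hpi. The response differed from the susceptible genotypes for 63 genes at 96 hpi, 15 of the 57 listed genes and 1 at 12 hpi. For photosynthesis genes the median was 0.20 at 12 hpi in Teroldego. Over all probes the median was 0.23 in F1 21/66 at 96 hpi and 0.17 in Teroldego at 96 hpi. A change of sign was seen in JG391714 (0.067) in Teroldego at 12 hpi. For Teroldego at 12 hpi fry called the photosynthesis genes with that table. With the series table on the 7 differing arrays only, a difference in response was found for 0 genes at 12 hpi. In that limma fit 54 probes passed an unadjusted p under 0.05 at 12 hpi. Without the 7 differing arrays, 31 genes were called as up-regulated in both kinds of genotype. A different response was seen for 12 genes at 96 hpi, 3 of the 57 listed genes and 2 at 12 hpi. With probes named by the other name column, over the photosynthesis genes the median was -0.066 at 12 hpi in Teroldego. Pearson's r between the array and RT-qPCR was 0.38. Genes that changed sign were RPP4 (-0.13), JG391769 (-0.20) and StSy1 (-1.85) in F1 21/66 at 96 hpi, and JG391820 (0.16), TC78321 (-0.21) and JG391868 (0.045) in Teroldego at 12 hpi, and JG391853 (0.091) in F1 22/73 at 12 hpi. With the mean of the called probes only, opposite signs were found for TC78321 (-0.20) in Teroldego at 12 hpi.

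With a filter at 1000 units, 50 genes were called in F1 21/66, 9 in Teroldego, 27 in F1 21/66 only and 18 in F1 21/66 only and up-regulated at 96 hpi. The photosynthesis genes had a median of 0.34 at 96 hpi in F1 21/66 and -0.012 at 12 hpi in Teroldego. All probes had a median of 0.044 in F1 21/66 at 96 hpi, 0.22 in Teroldego at 96 hpi and 0.21 in F1 22/73 at 12 hpi. The sign changed for AdenMetSyn1 (-0.11), JG391843 (-0.11) and JG391699 (0.61) in F1 21/66 at 96 hpi. Fewer probes were tested there. With no intensity filter, 36 genes were called in Teroldego. Medians of all probes were 0.33 in Teroldego at 96 hpi. With a 2-fold threshold, 28 genes were called in F1 21/66, 12 in F1 22/73, 18 in F1 21/66 only, 11 in F1 21/66 only and up-regulated at 96 hpi, 6 as up-regulated in both kinds of genotype and 13 in the susceptible genotypes only. With no fold threshold, 175 genes were called in F1 21/66, 160 in F1 22/73, 83 in F1 21/66 only, 73 as up-regulated in both kinds of genotype and 78 in the susceptible genotypes only. These follow from a stricter or looser threshold. With the probes of a gene averaged before the fit, 51 genes were called in F1 21/66, 26 in F1 22/73, 34 in F1 21/66 only, 25 in F1 21/66 only and up-regulated at 96 hpi, 11 as up-regulated in both kinds of genotype and 19 in the susceptible genotypes only. When all tested probes of a gene had to be called, 39 genes were called in F1 21/66, 4 in Teroldego, 18 in F1 22/73, 33 in F1 21/66 only, 24 in F1 21/66 only and up-regulated at 96 hpi, 5 as up-regulated in both kinds of genotype and 14 in the susceptible genotypes only.

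With SAM on the 6 RNA samples of a genotype, 5 genes were called in Teroldego. With SAM on the 18 hybridizations, 116 genes were called in Teroldego, 21 in F1 21/66 only and up-regulated at 96 hpi, 33 as up-regulated in both kinds of genotype and 91 in the susceptible genotypes only. With limma on the 18 hybridizations and the RNA sample as a random block, 100 genes were called in Teroldego, 25 in F1 21/66 only and up-regulated at 96 hpi, 33 as up-regulated in both kinds of genotype and 81 in the susceptible genotypes only. With 1 fit over the 18 RNA samples, 101 genes were called in Teroldego, 24 in F1 21/66 only and up-regulated at 96 hpi and 85 in the susceptible genotypes only. With camera in place of fry, for photosynthesis genes the median was 0.35 at 96 hpi in F1 21/66. That median rests on no test and did not move, but camera did not call the set. Hybridizations of one RNA sample are not independent, so the counts from 18 hybridizations overstate the evidence. SAM on the 18 hybridizations, limma with the random block and the 1 fit over 18 RNA samples each called all 21 genes of Teroldego among theirs.

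With the empty positions as background, 206 genes were called in F1 21/66, 240 in F1 22/73, 14 in F1 21/66 only and up-regulated at 96 hpi and 85 in the susceptible genotypes only. The test between genotypes gave 9 genes at 96 hpi, 2 of the 57 listed genes and 7 at 12 hpi. Over the photosynthesis genes the median was -0.031 at 96 hpi in F1 21/66 and -0.15 at 12 hpi in Teroldego. The median of all probes was -0.27 in F1 21/66 at 96 hpi, -0.39 in Teroldego at 96 hpi and -0.039 in F1 22/73 at 12 hpi. A change of sign was seen in Pcr (-0.068) in F1 22/73 at 12 hpi, and TC79194 (-0.69), Erf3b (-0.49), Erf4b (-0.20), Dfr (-0.75), StSy1 (-0.21), StSy (-0.72), JG391708 (-0.00035), JG391878 (-0.27), JG391902 (-0.26) and JG391843 (-0.083) in F1 21/66 at 96 hpi, and StSy1 (-0.79) and StSy (-0.86) in Teroldego at 96 hpi, and TC78321 (-0.17) in Teroldego at 12 hpi.

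Biological replicates with the same number deviated together across probes in Teroldego, with Pearson coefficients of 0.19, 0.37 and 0.58 between its time points. Those of F1 21/66 were -0.31, -0.09 and 0.01, and those of F1 22/73 were 0.096, 0.16 and 0.24. With the replicate block, 57 genes were called in Teroldego. Among the genes named in the text the replicate block changed a pair of calls: ubiquitin lost its call in F1 21/66, and TC73356 gained one in Teroldego at 12 hpi (-2.91). For F1 21/66 and F1 22/73 the block gave 88 and 66 genes. It changed no other call of a gene named in the text and no other count by more than 1.5 times.

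Each RNA sample was left out in turn, where the lone replicate of its group is assumed to vary like the other groups. The count for F1 21/66 ran from 66 to 107. That for Teroldego ran from 10 without 12 hpi, replicate 1, to 82 without 96 hpi, replicate 1, and was 62 without 96 hpi, replicate 2. That for F1 22/73 ran from 33 without 12 hpi, replicate 2, to 74, and was 36 without 12 hpi, replicate 1. Genes called only in F1 21/66 numbered 39 to 71, and those up-regulated at 96 hpi among them 26 to 52. Genes up-regulated in both kinds of genotype ran from 12 without F1 22/73, 12 hpi, replicate 2, to 32 without Teroldego, 96 hpi, replicate 2. Genes called in the susceptible genotypes only ran from 22 without F1 22/73, 12 hpi, replicate 2, to 69 without Teroldego, 96 hpi, replicate 1, and were 25 without F1 22/73, 12 hpi, replicate 1. The 32 genes whose 96 hpi response differed became 12 without F1 21/66, 96 hpi, replicate 2, and 15 without its replicate 1. They became 16 and 17 without a 0 hpmi replicate of F1 21/66, 18 without Teroldego, 0 hpmi, replicate 1, and 21 without Teroldego, 96 hpi, replicate 2. They rose to 71 without either 12 hpi replicate of Teroldego and to 66 without its 96 hpi replicate 1. Of the 57 listed genes, the count ran from 4 (without either 0 hpmi replicate or 96 hpi replicate 2 of F1 21/66) to 11 (without Teroldego, 96 hpi, replicate 1). At 12 hpi it ran from 1 without F1 22/73, 12 hpi, replicate 2, to 8 without either 96 hpi replicate of Teroldego. It was 7 without Teroldego, 12 hpi, replicate 2, and 2 without F1 21/66, 0 hpmi, replicate 2, F1 21/66, 12 hpi, replicate 1, or Teroldego, 0 hpmi, replicate 1.

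The photosynthesis genes of F1 21/66 stayed under an unadjusted p of 0.05 in fry whichever of the 18 RNA samples was left out, and were not adjusted over the 6 sets there. The largest of these values, 0.0301, came without F1 21/66, 96 hpi, replicate 1, and with that value the set might not pass the adjusted threshold. Leaving out samples gave medians from 0.27 to 0.46. Their median in Teroldego at 12 hpi ran from -0.053 without 12 hpi, replicate 2, to 0.14. Pearson's r with RT-qPCR ran from 0.56 to 0.68, and the share of TDFs from 56.1% to 68.1%. The median of all probes ran from 0.091 to 0.20 in F1 21/66 at 12 hpi, 0.086 to 0.20 in F1 21/66 at 96 hpi, 0.027 to 0.27 in Teroldego at 12 hpi, 0.28 to 0.32 in Teroldego at 96 hpi, 0.062 to 0.16 in F1 22/73 at 12 hpi and 0.0095 to 0.11 in F1 22/73 at 96 hpi. The lowest of F1 21/66 at 96 hpi was reached without 0 hpmi, replicate 2. The sign changed for 5 genes. Without F1 21/66, 0 hpmi, replicate 2, JG391708 and JG391868 went down, with ranges of -0.0096 to 0.19 and -0.18 to 0.56. In Teroldego at 12 hpi, JG391820 ran from -0.81 to 0.29 and TC78321 from -0.035 to 0.25, and each changed sign without 12 hpi, replicate 2. JG391714 ran from -0.18 to 0.059 and changed sign without 0 hpmi, replicate 1, or 12 hpi, replicate 1.

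The scaling moved the share of up-regulated genes among those called. In F1 21/66 it was 79.5%, against 58.6% with median centring, 58.3% with quantile normalization, 64.5% with cyclic loess, 90.9% with Actin alone, 40.9% with Ufgt alone and 23.8% with the empty positions as background. In F1 22/73 it was 73.0%, against 49.1%, 41.2%, 46.3%, 58.2%, 82.2% and 31.7% in the same order, and 48.8% with the series table. In Teroldego it was 90.5%, against 78.6% with median centring, 80.0% with quantile normalization and 64.3% with the empty positions as background. The direction of a small change is therefore relative to the scale chosen. Of the 88 genes called in F1 21/66, 61 were also called with median centring, 55 with quantile normalization, 57 with cyclic loess, 83 with Actin alone and 56 with Ufgt alone.

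Results that leave out no replicate and concern single named genes stayed on the same side under 593 of the values from alternatives chosen before, lost the call in 43, gained one in 36 and changed sign in 19. Under the added alternatives the numbers were 272, 14, 14 and 22. A pair of alternatives chosen before were not run. The files hold no background column and no negative-control probe for a background correction with normexp, though the paper describes such probes on the array. No label gives the slide, so it could not serve as a block.

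Signal over background limits the dim probes. The median empty position reached 1247 units in F1 21/66 at 96 hpi, 979 in Teroldego at 96 hpi and 918 in F1 22/73 at 12 hpi, where 36.5, 74 and 72 of the 694 tested probes per array (median) read below it. A change of a probe near that level is not separable from a change of the background. The filter at 1000 units, which removes many such probes, left 50 called genes in F1 21/66, all of them among the 88. With the empty positions as background 206 genes were called, of which 70 were among the 88.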

Differences from the paper's values

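Both sides are counts of genes, or log2 fold changes taken from the fold changes of Additional file 5. The paper averages the probes of a gene that pass its test, whereas every tested probe of a gene enters the mean here. Of 63 values compared, 33 differed, and among 55 fold changes of named genes 30 did, of which 28 were smaller in size here. These counts set unlike averages side by side. With the mean of the called probes only, an alternative chosen after seeing the values that drops 0 calls, 26 of the 55 have a value, of which 7 differed and 4 were smaller in size, against 13 of the same 26 by the mean of all tested probes. The 4 alternatives that use the series table on the 7 differing arrays, leave those arrays out, name probes by the other name column or use the empty positions as background were also chosen after seeing the values. Apart from these 5, all were set before the data were examined, and where an alternative is not named below its value still differed. Of the 59 genes that the paper lists for F1 21/66 and that were called here, those 4 drop 6, 4, 18 and 12, in that order. Over all sections of Additional file 5, which include genes listed for other genotypes, 14 genes were called in Teroldego and 38 in F1 22/73. Of those 14 the same alternatives drop 0, 0, 5 and 6, and of the 38 they drop 10, 8, 13 and 7.

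The paper's count of modulated genes in Teroldego was 45, against 21 here. It no longer differed with Actin alone, the series table, no intensity filter, the spots marked bad kept and the replicate block. It also did not with the series table on the 7 differing arrays, which was chosen after seeing the values. That alternative drops 0 of the 14 genes called here in Teroldego that the paper lists for any genotype. Nor did the count differ without 96 hpi, replicate 2. For F1 22/73 the paper's count was 36, against 63 here. It no longer differed with quantile normalization, cyclic loess, the series table, a filter at 1000 units, 1 fit over the 18 RNA samples and probes averaged per gene. It also did not with the series table on the 7 differing arrays, which was chosen after seeing the values. That alternative drops 10 of the 38 genes called here in F1 22/73 that the paper lists for any genotype. The count also did not differ without replicate 1 or 2 at 12 hpi and without replicate 1 or 2 at 96 hpi. Genes modulated only in the susceptible genotypes were 26 in the paper's count and 43 here. It no longer differed with median centring, quantile normalization, cyclic loess, the series table, a filter at 1000 units, SAM on the 6 RNA samples and probes averaged per gene. It also did not with the series table on the 7 differing arrays, which was chosen after seeing the values and drops 2 of 16 listed genes. The same was so without 9 of the 18 RNA samples, left out in turn.

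For elong factor1 the paper's value was 0.774 and the value here was 0.42 in F1 21/66 at 12 hpi, with no difference under the series table, and none under the series table on the 7 differing arrays and leaving out the 7 differing arrays (chosen after seeing the values). elong factor1, at 0.28 here in F1 22/73 at 12 hpi, was at 0.5753 in the paper, with no difference under Ufgt alone, and none under the empty positions as background (chosen after seeing the values), or without 0 hpmi, replicate 2. The value of TC91629 in F1 21/66 at 12 hpi was 0.41, and the paper's was 0.6229, with no difference only under the empty positions as background and the mean of the called probes (chosen after seeing the values), or without 0 hpmi, replicate 2 or 12 hpi, replicate 1. For TC91629 the paper's value was 0.4436 and the value here was 0.24 in F1 22/73 at 12 hpi, with no difference under Ufgt alone and a filter at 1000 units, or without 0 hpmi, replicate 2 or 12 hpi, replicate 1. JG391699, at 0.37 here in F1 22/73 at 12 hpi, was at 0.757 in the paper, with no difference under Ufgt alone, and none under leaving out the 7 differing arrays and the mean of the called probes (chosen after seeing the values), or without 12 hpi, replicate 2. The value of Pcr in Teroldego at 12 hpi was 0.96, and the paper's was 1.322, with no difference under a filter at 1000 units, and none under the mean of the called probes (chosen after seeing the values). For TC80277 the paper's value was 0.6599 and the value here was 0.43 in F1 21/66 at 96 hpi, with no difference under Actin alone. JG391865, at 0.41 here in F1 21/66 at 96 hpi, was at 0.6508 in the paper, with no difference under Actin alone. The value of RPP4 in F1 21/66 at 96 hpi was 0.55, and the paper's was 0.6323, with no difference under the series table. For TC79194 the paper's value was 0.6229 and the value here was 0.38 in F1 21/66 at 96 hpi, with no difference under Actin alone, the series table and no intensity filter, or without 0 hpmi, replicate 1. PR2, at 0.55 here in F1 21/66 at 96 hpi, was at 0.8319 in the paper, with no difference under Actin alone and no intensity filter, or without 0 hpmi, replicate 2. The value of Dfr in F1 21/66 at 96 hpi was 0.36, and the paper's was 0.5945, with no difference under Actin alone, the series table and no intensity filter. For Aco the paper's value was 1.281 and the value here was 0.83 in F1 21/66 at 12 hpi, with no difference under the series table, and none under the series table on the 7 differing arrays and leaving out the 7 differing arrays (chosen after seeing the values).

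StSy1, at 0.32 here in F1 21/66 at 96 hpi, was at 0.7049 in the paper, with no difference only under the mean of the called probes (chosen after seeing the values). The value of StSy1 in Teroldego at 96 hpi was 0.33, and the paper's was 0.08406, with no difference under median centring and Ufgt alone, and none under naming probes by the other name column (chosen after seeing the values). For StSy1 the paper's value was 0.2141 and the value here was 0.093 in F1 22/73 at 96 hpi, with no difference only under leaving out the 7 differing arrays (chosen after seeing the values). StSy, at 0.53 here in F1 21/66 at 96 hpi, was at 0.757 in the paper, with no difference under Actin alone, and none under the mean of the called probes (chosen after seeing the values). The value of StSy in Teroldego at 96 hpi was 0.45, and the paper's was 0.1243, with no difference under median centring, cyclic loess, Ufgt alone and the series table, and none under leaving out the 7 differing arrays and naming probes by the other name column (chosen after seeing the values), or without 0 hpmi, replicate 2 or 96 hpi, replicate 2. For StSy the paper's value was 0.4005 and the value here was 0.20 in F1 22/73 at 96 hpi, with no difference under Actin alone and the series table, and none under the series table on the 7 differing arrays (chosen after seeing the values). TC93431, at 0.44 here in F1 21/66 at 96 hpi, was at 1.263 in the paper, with no difference only under the mean of the called probes (chosen after seeing the values). The value of TC93431 in Teroldego at 12 hpi was -0.80, and the paper's was -1.252, with no difference under median centring and Ufgt alone. For JG391714 the paper's value was 1.144 and the value here was 0.63 in F1 21/66 at 96 hpi, with no difference only under the mean of the called probes (chosen after seeing the values). TC78321, at 1.04 here in F1 21/66 at 96 hpi, was at 1.766 in the paper, with no difference only under the mean of the called probes (chosen after seeing the values). The value of JG391878 in F1 21/66 at 96 hpi was 0.61, and the paper's was 0.8797, with no difference under Actin alone and no intensity filter. For JG391891 the paper's value was -0.5146 and the value here was -0.18 in F1 21/66 at 96 hpi, with no difference under Ufgt alone, and none under the empty positions as background (chosen after seeing the values).

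Other fold changes differed under every alternative that gave a value, and the mean of the called probes gives none for a gene with no called probe. They were, in F1 21/66 at 12 hpi, JG391699 (0.54 here, the paper's 1.566). They were, in Teroldego at 12 hpi, JG391699 (0.87 here, the paper's 1.496). They were, in F1 21/66 at 96 hpi, AdenMetSyn1 (0.24 here, the paper's 0.6599), JG391843 (0.29 here, the paper's 0.6415) and JG391734 (0.28 here, the paper's 0.585).

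The paper finds more modulated genes in Teroldego than in F1 22/73, and here the order was the reverse, with 21 and 63. With 1 fit over the 18 RNA samples the counts were 101 and 42, and with SAM on the 18 hybridizations they were 116 and 68, in the paper's order. With limma on the 18 hybridizations they were 100 and 68, and with a 2-fold threshold 15 and 12, also in that order. With the 1 fit, SAM and limma on the hybridizations, F1 21/66 led F1 22/73, with 78, 94 and 94 genes, but not Teroldego. With the 2-fold threshold F1 21/66 led both, with 28 genes. The paper reports that 42 of its 93 modulated genes of F1 21/66 showed the profile of the gel, against 36 of 59 called TDFs here. Their share, 61.0%, was near the 59.1% reached by exchange of the profiles.

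The paper names as induced in F1 21/66 several genes that were not called here. RPP4 (0.55), TC80277 (0.43), JG391865 (0.41), Erf3b (0.51) and PR2 (0.55) were called with Actin alone and with the series table, and PR2 also with no intensity filter. Dfr (0.36) and TC79194 (0.38) were called with Actin alone and with no intensity filter. AdenMetSyn1 (0.24) and JG391902 (0.36) were called with Actin alone. JG391843 (0.29) was called with Actin alone and with the series table, and JG391734 (0.28) with no intensity filter. PR2, Dfr, TC79194 and JG391843 were called with the empty positions as background too, which was chosen after seeing the values and drops 12 of the 59 listed genes. With it PR2 was at 0.60, but Dfr was at -0.75, TC79194 at -0.69 and JG391843 at -0.083. JG391843 and JG391868 were called with probes named by the other name column, chosen after seeing the values, which drops 18 of the 59. JG391708 (0.088), which the paper's list of modulated genes does not hold, was called under none. Without 0 hpmi, replicate 1, TC80277, JG391865 and JG391902 were called. Without 0 hpmi, replicate 2, PR2 and JG391843 were called, and without 96 hpi, replicate 2, TC80277 and JG391843 were. Of the genes the paper names as induced at that time, PR5, PR1, PR10, AdenMetSyn2, Erf4b, JG391769, StSy1, StSy, ubiquitin, JG391878, JG391820, TC93431, JG391764, JG391714, TC73356 and TC78321 were called here.

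At 12 hpi the paper lists JG391699, Pcr and elong factor1 as induced in F1 21/66. By the mean of their called probes none reached 1.5-fold at that time here, though 1 probe of JG391699 (1.07) and 1 of Pcr (0.60) did. Their means over all probes were 0.54, 0.56 and 0.42. All 3 were called with the series table, and also with the series table on the 7 differing arrays or without these arrays, both chosen after seeing the values, which drop 6 and 4 of the 59 listed genes. JG391699 was called with median centring, quantile normalization, cyclic loess and Ufgt alone too, and with the empty positions as background, chosen after seeing the values. Without 0 hpmi, replicate 1, or 12 hpi, replicate 1, JG391699 and Pcr were called, and without 96 hpi, replicate 1, JG391699 was. The paper's falls in Teroldego at 12 hpi were not called here for TC93431 (-0.80), JG391764 (-0.93), TC73356 (-2.91) and JG391868 (-0.74), nor was the rise of elong factor1 (0.70). All of these were called without either 96 hpi replicate of Teroldego. TC93431 and TC73356 were called with Actin alone, and TC73356 with the replicate block.

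The paper describes amylases as up-regulated at 96 hpi. The beta-amylase JG391891 changed by -0.18 here, and the paper's own value is negative too. It was called with the series table and with the spots marked bad kept. The paper sees no modulation of the stilbene synthases in the susceptible genotypes. They were not called there here either. The paper's RT-qPCR value of StSy1 at 96 hpi was 3.64 in F1 21/66, -0.15 in Teroldego and -0.07 in F1 22/73. On the array both isoforms rose in Teroldego, by 0.33 (StSy1) and 0.45 (StSy), near their rise in F1 21/66 (0.32 and 0.53), all at 96 hpi. All probes of Teroldego had a median of 0.29 there, and neither rise passed (adjusted p of 0.318 and 0.255). With quantile normalization they were at -0.0075 and -0.012, and with the empty positions as background, chosen after seeing the values, at -0.79 and -0.86. At 12 hpi StSy changed by -0.44 in F1 22/73. StSy was called in F1 22/73 (0.68) without the 7 differing arrays, chosen after seeing the values. That alternative drops 8 of the 38 genes called here in F1 22/73 that the paper lists for any genotype. The paper takes PR10 as accumulated at 96 hpi, and the array had it at 0.82, while the paper's RT-qPCR value was -0.83.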

Other observations

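The tests on dim probes, on the spread in Teroldego, on the shift behind the photosynthesis genes and on E08 were chosen only after the result was seen. Those on the array process, on the shift of all probes behind the 38 genes and on the chip sector were set before. By the outcome written beforehand the test of the array process would have spoken against it, and it was left open only after the values were seen. The tests of the chip sector and of the spread in Teroldego would have read as going with these explanations, and were also set aside after the values were seen. Each hypothesis below was found and tested on the same data.

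With Actin and Ufgt as the scale, the median of all probes in F1 21/66 rose by 0.16 at 96 hpi. A hypothesis is that the array process behind the bright empty positions caused it. The change of F1 21/66 at 96 hpi would then resemble that of F1 22/73 at 12 hpi, where they are also bright. Across probes Pearson's r of these changes was -0.29, against 0.38 with F1 22/73 at 96 hpi and 0.34 with Teroldego at 96 hpi, whose arrays also have bright empty positions. The groups with bright empty positions thus go both ways, and a correlation cannot see a shift of all probes by one amount, so this explanation cannot be told apart from others. A raised floor under dim probes may add to the shift, since of 3 equal parts of the probes the dimmest rose by 0.28 and the brightest changed by -0.029, a difference of 0.31. Whether bright empty positions are the source of such a floor is not settled by the other groups, which go both ways. In Teroldego at 96 hpi, with bright empty positions, the dimmest and brightest parts changed by 0.39 and 0.13, but in F1 22/73 at 12 hpi, also with bright ones, by -0.037 and 0.25. In Teroldego at 12 hpi, with dim ones, they changed by 0.25 and -0.010. Where the shift comes from stays open.

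The 38 genes modulated only in F1 21/66 and up-regulated at 96 hpi were tested against a shift of all probes that the scaling leaves in. With every array set to one median, 21 of the 38 were still at least 1.5-fold up, so the shift is not the whole cause, though the count of such genes fell to 22. The chip sector is another candidate explanation. Controls lay in sectors 1 and 2 of the chip and infected samples in sectors 3 and 4. If the sector made the genes rise, they would be alike at 12 and 96 hpi, and 17 of the 38 were at least 1.5-fold higher at 96 hpi than at 12 hpi. But the 38 genes had been chosen for their level at 96 hpi, which by itself favors 96 over 12 hpi, so the test decides nothing and a sector effect cannot be told apart from a response.

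Fewer genes were called in Teroldego than in F1 21/66, which may come from a larger spread between its biological replicates. Median residual SDs were 0.163 and 0.123. With no test asked for, 118 genes had a 1.5-fold change in Teroldego and 95 in F1 21/66, but a larger spread and a larger shift of all probes (0.29 against 0.16 at 96 hpi) raise such a count by themselves, so it decides nothing. The replicates of Teroldego with the same number deviated together, and with the replicate number as a block 57 genes were called. A larger spread and a lower response of Teroldego cannot be told apart here.

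A shift of all probes was also tested for the photosynthesis genes of F1 21/66 at 96 hpi. With every array set to one median their median was 0.22 and fry, limma's rotation test, still gave an unadjusted p of 0.00712, which speaks against the shift as the whole cause. Camera, which sets the genes against all others, gave an unadjusted p of 0.0914 without that centring. With Ufgt alone, where the median of all probes was -0.095, the set had a median of 0.10 and fry gave an unadjusted p of 0.356, so a part of the rise may still be shift. With the empty positions as background, an alternative added after the values were seen, the median was -0.031.

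E08, which no table used here describes, fell by 2.62 at 96 hpi in F1 21/66 and was among its 5 largest changes. The end of 1 of its probes and the start of a probe of Pcr share 13 bases, which no other pair of probes of different genes among the 798 does. The 6 fold changes of this pair differ by at most 0.78. E08 and Pcr may thus be stretches of one transcript, which would make their falls one observation.

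The paper does not report how the deposited tables relate to each other. Additional file 4 was compared with the group means of the series table over 731 probes. The median difference was 0.0051 or less in size in 7 of the 9 groups, but -0.29 in Teroldego at 12 hpi and 0.089 in Teroldego at 0 hpmi, where single probes differed by -1.34 to 0.21. Log2 fold changes of Additional file 4 and those here had Pearson's r over 628 probes of 0.924 and 0.995 in F1 21/66 at 12 and 96 hpi, 0.824 and 0.847 in Teroldego, and 0.950 and 0.923 in F1 22/73. By the values and q values printed in Additional file 4, 128 genes of F1 21/66, 72 of Teroldego and 40 of F1 22/73 have at least 1 probe past the thresholds, and 39, 17 and 17 have all probes past them. Its group means lie under 500 units for 40 probes in F1 22/73 at 12 hpi and for 26 in Teroldego at 12 hpi.

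In the series table the medians of the arrays of a group vary less, with a typical SD of 0.026, than the mean of Actin and Ufgt does, with 0.078. On 1 array a second intensity column was identical to the column of another array in every spot with a probe. Of the probes, 306 carry different genes in the name column of the scanner output and in the series table. In Additional file 5 the fold changes of PRCWP are identical to those of PR5K. The RNA spikes 1 to 3 had a mean log2 signal of 11.1 in F1 21/66, 12.9 in Teroldego and 10.7 in F1 22/73, and in Teroldego they ran from 10.57 to 14.58 between RNA samples.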
